# Altered Neocortical Gene Expression, Brain Overgrowth and Functional Over-Connectivity in *Chd8* Haploinsufficient Mice

**DOI:** 10.1093/cercor/bhy058

**Published:** 2018-04-13

**Authors:** Philipp Suetterlin, Shaun Hurley, Conor Mohan, Kimberley L H Riegman, Marco Pagani, Angela Caruso, Jacob Ellegood, Alberto Galbusera, Ivan Crespo-Enriquez, Caterina Michetti, Yohan Yee, Robert Ellingford, Olivier Brock, Alessio Delogu, Philippa Francis-West, Jason P Lerch, Maria Luisa Scattoni, Alessandro Gozzi, Cathy Fernandes, M Albert Basson

**Keywords:** ASD, autism, axon guidance, behavior, CHD8, chromatin remodelling, cortex, functional connectivity, gene expression, macrocephaly, mouse

## Abstract

Truncating *CHD8* mutations are amongst the highest confidence risk factors for autism spectrum disorder (ASD) identified to date. Here, we report that *Chd8* heterozygous mice display increased brain size, motor delay, hypertelorism, pronounced hypoactivity, and anomalous responses to social stimuli. Whereas gene expression in the neocortex is only mildly affected at midgestation, over 600 genes are differentially expressed in the early postnatal neocortex. Genes involved in cell adhesion and axon guidance are particularly prominent amongst the downregulated transcripts. Resting-state functional MRI identified increased synchronized activity in cortico-hippocampal and auditory-parietal networks in *Chd8* heterozygous mutant mice, implicating altered connectivity as a potential mechanism underlying the behavioral phenotypes. Together, these data suggest that altered brain growth and diminished expression of important neurodevelopmental genes that regulate long-range brain wiring are followed by distinctive anomalies in functional brain connectivity in *Chd8*^*+/*−^ mice. Human imaging studies have reported altered functional connectivity in ASD patients, with long-range under-connectivity seemingly more frequent. Our data suggest that *CHD8* haploinsufficiency represents a specific subtype of ASD where neuropsychiatric symptoms are underpinned by long-range over-connectivity.

## Introduction

Autism spectrum disorder (ASD) is diagnosed on the basis of socio-communicative deficits and repetitive, perseverative behaviors with restricted interests (APA 2013). ASD is frequently associated with comorbidities like hypersensitivity to sensory stimuli, seizures, and anxiety (Tavassoli et al. 2014; Croen et al. 2015; Jeste and Tuchman 2015). The phenotypic and genetic heterogeneity of ASD has hampered the elucidation of the molecular mechanisms that may underlie specific behavioral symptoms. However, the recent identification of de novo, likely gene disrupting (LGD) mutations that show highly significant associations with autism (Neale et al. 2012; Talkowski et al. 2012; O’Roak et al. 2012b; Iossifov et al. 2014; O’Roak et al. 2014) provides an opportunity to phenotype and molecularly characterize genetically defined ASD subtypes.

Exome sequencing studies of several thousand simplex families detected de novo, LGD mutations in the *CHD8* (Chromodomain Helicase DNA binding factor 8) gene (Neale et al. 2012; Talkowski et al. 2012; O’Roak et al. 2012b; Iossifov et al. 2014; O’Roak et al. 2014). Patients with *CHD8* mutations are characterized by a high incidence of autism, macrocephaly, facial dysmorphisms, motor delay and hypotonia, intellectual disability, and gastrointestinal problems (Bernier et al. 2014; Merner et al. 2016; Stolerman et al. 2016; Stessman et al. 2017). *CHD8* encodes an ATP-dependent chromatin remodeling protein of the chromodomain helicase DNA binding family (Yuan et al. 2007; Thompson et al. 2008). The recruitment of CHD8 to gene promoters in mouse and human neural progenitors is strongly associated with transcriptional activation, while *CHD8* knock-down in these cells results in the reduced expression of many ASD-associated genes (Sugathan et al. 2014; Cotney et al. 2015).

Three groups recently described *Chd8*^*+/*^^−^ mouse models (Katayama et al. 2016; Gompers et al. 2017; Platt et al. 2017). Megalencephaly, subtle but wide-spread transcriptional changes and behavioral anomalies were found in all these *Chd8*^*+/*−^ mouse lines. Individual studies reported attenuated expression of neural genes and derepression of REST (Katayama et al. 2016), alterations in striatal neurotransmission (Platt et al. 2017) and a developmental RNA splicing phenotype (Gompers et al. 2017). Understanding the contribution of each of these mechanisms to the ASD phenotype remains a major challenge.

Altered brain connectivity, characterized by local over-connectivity and long-range under-connectivity, has been hypothesized to underpin some of the neuropsychiatric phenotypes observed in ASD (Belmonte et al. 2004; Just et al. 2004). Resting-state functional MRI (rsfMRI) studies in ASD patients have provided evidence for reduced long-range synchronization in spontaneous brain activity (reviewed in Picci et al. 2016). Increased long-range connectivity has also been reported in a subset of cases (Di Martino et al. 2014), consistent with the phenotypic heterogeneity of ASD. Thus, the exact nature of aberrant functional connectivity in ASD may depend on the specific underlying aetiology.

Similar rsfMRI studies in ASD mouse models may help bridge the gap between ASD models and the human condition (Liska and Gozzi 2016). As one example, homozygous *Cntnap2* mouse mutants exhibit hypoconnectivity of the default mode network (Liska et al. 2017), a phenotype often observed in idiopathic ASD patients (Cherkassky et al. 2006) and recapitulating analogous clinical observations in humans with *CNTNAP2* mutations (Scott-Van Zeeland et al. 2010).

In the present study we generated a novel *Chd8*^*+/*^^−^ mouse model. We report behavioral anomalies, macrocephaly and functional over-connectivity in cortico-hippocampal networks in these mice that are prefigured by dysregulation of the cortical transcriptome in the early postnatal period.

## Methods

### *Chd8* Gene Targeting

A 14.84 kb genomic DNA fragment was subcloned from C57BL/6 BAC clone (RP23: 318M20) into pSP72 (Promega). This fragment encompassed a 9.45 kb 5′ long homology arm (LA) and a 4.4 kb 3′ short homology arm (SA). The targeting construct was generated by inserting a loxP/FRT-PGK-gb2-Neo cassette 214 bp 3′ of exon 3 (inGenious Targeting Laboratory [iTL], Ronkonkoma, NY, USA). An additional single loxP site containing a BclI restriction site for Southern blot screening was inserted 5′ of exon 3. The final targeting construct of 18.8 kb was linearized by NotI digestion and electroporated into C57BL/6 ES cells. G418-resistent clones were selected, screened by PCR and Southern blot for successful homologous recombination. Five clones with successful recombination were identified (Supplementary Fig. S1) and 2 clones (124 and 254) were injected into Balb/c blastocysts (iTL). Resulting chimaeras were bred with Flpe deleter mice on a C57BL/6J background to excise the neo cassette and produce *Chd8*^*flox/+*^ mice (Supplementary Fig. S1). *Chd8*^*flox/+*^ mice were then crossed with *β-actinCre* mice (Lewandoski and Martin 1997) to generate a *Chd8* null allele (*Chd8*^−^). *β-actinCre;Chd8*^*+/−*^ mice were crossed with C57BL/6J mice to remove the Cre transgene and establish a *Chd8*^*+/−*^ line.

### Mice

Experimental mice were produced by *Chd8*^*+/−*^ × C57BL/6J crosses, taking care to equalize paternal or maternal inheritance of the *Chd8* null allele, especially for behavioral experiments. For genotyping, genomic DNA was extracted using Proteinase K digestion or the HotSHOT method (Truett et al. 2000). Genotyping reactions were then performed for the presence of *Chd8* wildtype and null alleles using the following primer pair: FW: CCC ACA TCA AGT GGC TGT AA, Rev: GGT AGG GAA GCA GTG TCC AG.

This reaction produces a PCR product of 395 bp for the null allele and 1.1 kb for the wildtype allele.

### Western Blot

Telencephalic vesicles were dissected from E12.5 embryos and total cell protein prepared by lysing in 8 M urea, 1% CHAPS, 50 mM Tris (pH 7.9) containing protease inhibitors (PMSF, Pepstatin A, Leupeptin, Aprotinin; Roche) and a phosphatase inhibitor cocktail (Sigma). Samples were loaded (10 μg total protein per lane) onto a Mini-PROTEAN precast gel (Bio-Rad) and resolved using gel electrophoresis. Protein was transferred to a nitrocellulose membrane (Bio-Rad) which was then blocked in 5% nonfat milk powder (Bio-Rad) and 1% bovine serum albumin (BSA, Sigma) in TBS with 0.1% Tween-20 (TBST), followed by incubation with anti-CHD8 primary antibody (rabbit anti-Chd8 N-terminal, Bethyl Laboratories (cat#: A301-224 A), 1:5000) in 3% nonfat milk powder and 1% BSA in TBST overnight at 4 °C. After washing, the membrane was incubated with HRP-conjugated secondary antibody (Millipore), HRP detected with Clarity ECL reagent (Bio-Rad) and the membrane imaged using a Bio-Rad ChemiDoc system. The same membrane was subsequently incubated with anti-GAPDH primary antibody (rabbit anti-GAPDH, Abcam (cat#: ab9485), 1:40 000) overnight at 4 °C and probed with HRP-conjugate and imaged as before. Relative protein quantity was calculated using Bio-Rad ImageLab software.

### X-ray Computed Tomography

Fixed heads from adult (26–27 days old) *Chd8*^*+/−*^ and *Chd8*^*+/+*^ mice (*n* = 7 of each from 2 different litters) were scanned using a GE Locus SP microCT scanner. The specimens were immobilized using cotton gauze and scanned to produce 28 μm voxel size volumes, using a X-ray tube voltage of 80kVp and a tube current of 80μA. An aluminum filter (0.05 mm) was used to adjust the energy distribution of the X-ray source. Reconstructions of computer tomography scans, images and measurements were done in MicroView 2.5.0 software (Parallax Innovations, ON, Canada). Each 3D landmark point was recorded, twice for each sample, using the 3D point recording built-in tool within the same software, with the operator blind to the genotypes. The distances between the landmarks were normalized for each sample to the average of the wild-type littermates. Graphics of the plotted data and statistical analysis were performed using GraphPad Prism version 6.0 h for Mac OS X (GraphPad Software, La Jolla, CA USA, www.graphpad.com). Unpaired Student *t*-tests were applied to analyze the variation between the 2 groups, for every distance between 2 specific 3D landmark points. 3D coordinate locations of a total of 22 biological relevant cranial landmarks were chosen based on a landmark list for adult mouse skull (Hill et al. 2009).

### Behavioral Assessments

Mice for behavioral testing were housed, marked for identification and behaviors assessed essentially as described in Whittaker et al. (2017a). Different batches of mice were used for (1) recording pup USVs and spontaneous motor behaviors, and (2) adult behaviors (9–12 weeks of age at the start of testing; 19–22 weeks of age at the end of testing). For adult behaviors, tests were carried out in the following order: rotarod, grip strength, open field, self-grooming, marble burying, adult social investigation, 3 chamber social approach, light/dark test, olfactory habituation/dishabituation and Morris water maze.

#### General Activity Measurements

General activity was measured using a running wheel paradigm. Mice were housed individually under a 12 h:12 h light-dark cycle (lights on at 8 am; lights off at 8 pm) in a light-, air-, temperature-controlled ventilated cabinet (Arrowmight, Hereford, UK). Running-wheel cages were equipped with an infrared sensor (Bilaney consultant Ltd, Sevenoaks, UK) connected to a computer. Data were collected in 1-min bins using Clocklab software (Actimetrics, Inc, Wilmette, IL, USA). Mice were continuously monitored undisturbed from the day they were placed in the running wheel cages and their general activity during the light versus dark phase were compared over the first 7 days.

### Structural MRI

After completion of adult behavioral tests, mice were terminally anesthetized and intracardially perfused. Samples were processed, imaged and analyzed as previously described (Whittaker et al. 2017b).

### Resting-State fMRI

rsfMRI experiments were performed on 15–18 weeks old mice (*n* = 23 *Chd8*^*+/+*^; *n* = 19 *Chd8*^*+/*−^). Animals were prepared for imaging as previously described (Ferrari et al. 2012; Sforazzini et al. 2016). Briefly, mice were anesthetized using isoflurane (5% induction), intubated and artificially ventilated (2% maintenance). Blood pressure was monitored continuously by cannulating the left femoral artery, also allowing for terminal arterial blood sampling. Administration of isoflurane was ceased after surgery and substituted with halothane (0.75%). Functional data acquisition commenced 45 min after isoflurane cessation. To rule out possible genotype-dependent differences in anesthesia sensitivity we continuously recorded 2 independent readouts previously shown to be linearly correlated with anesthesia depth: arterial blood pressure and amplitude of cortical BOLD signal fluctuations (Steffey et al. 2003; Liu et al. 2011; Zhan et al. 2014). Arterial blood pressure (*P* = 0.79; Supplementary Fig. S5A) and the amplitude of BOLD signal fluctuations of motor cortex (*P* = 0.56; Supplementary Fig. S5B) did not significantly differ between *Chd8*^*+/*^^−^ mice and littermate controls, eliminating a confounding contribution of anesthesia. In vivo images were obtained using a 7.0 T MRI scanner (Bruker Biospin, Milan), as previously described (Liska et al. 2017). Signal transmission and reception were achieved using a 72 mm birdcage transmit coil and a 4-channel solenoid coil. For each session, high-resolution anatomical images were acquired using a fast spin echo sequence based on the following parameters: repetition time (TR)/echo time (TE) 5500/60 ms, matrix 192 × 192, field of view 2 × 2 cm^3^, 24 coronal slices, and slice thickness 0.5 mm. Cocentred BOLD rsfMRI time series were acquired using an echo planar imaging (EPI) sequence with the following parameters: TR/TE 1200/15 ms, flip angle 30°, matrix 100 × 100, field of views 2 × 2 cm^2^, 24 coronal slices, slice thickness 0.5 mm, 500 volumes, and 10 min total acquisition time. Raw MRI data, templates, and code employed to generate functional maps are available by contacting AG.

#### Functional Connectivity Analyses

To allow for T_1_ equilibration effects, the first 20 volumes of rsfMRI data were removed. The time series were then despiked, corrected for motion and spatially normalized to an in-house mouse brain template (Sforazzini et al. 2014). Normalized data had a spatial resolution of 0.1042 × 0.1042 × 0.5 mm^3^ (192 × 192 × 24 matrix). Mean ventricular signal (averaged rsfMRI time course within a reference ventricular mask) and head motion traces were regressed out of each time series. No genotype-dependent differences were observed in ventricular volume, as measured by the dimensions of individual ventricular masks. All rsfMRI time series were then spatially smoothed (full width at half maximum of 0.6 mm) and band-pass filtered using a frequency window of 0.01–0.1 Hz.

To identify brain regions displaying genotype-dependent differences in functional connectivity in an unbiased manner, we calculated global rsfMRI connectivity maps for all subjects, as described previously in detail (Liska et al. 2015, 2017). A previously described seed-based approach was then used to examine between-group differences in the intensity and scope of long-range rsfMRI correlation networks (Sforazzini et al. 2016).

### Tissue Collection and Processing

Pups were weighed and sacrificed, while embryos were collected by dissection in ice-cold PBS, excess PBS drained and whole embryos weighed. Brains were then dissected from the skull in ice-cold PBS and cut below the brain stem, immediately drained on paper towels using a slotted spoon and wet weights determined using a fine scale. Brain weights were normalized to body weight and group differences were calculated using unpaired student’s *t*-test. Brains were postfixed in 4% PFA at 4 °C for 24 h, dehydrated and paraffin embedded. Serial coronal sections were cut at 10 μm such that each slide contained 3 consecutive sections.

#### Immunohistochemistry

Sections were rehydrated using standard protocols and heated in 10 mM Sodium Citrate solution (pH 6). Endogenous peroxidases were blocked by incubating in 3% H_2_O_2_ and 10% MeOH in PBS for 15 min. Sections were permeabilised in 0.2% Triton X-100 (Sigma-Aldrich) in PBS (PBT2) for 5 min and blocked using 10% heat-inactivated normal goat serum and 2% gelatin in PBT2 for 1 h. Sections were incubated in 5% GS in PBT2 containing primary antibody (rabbit anti-phosphohistone 3B (Cell Signaling (#9701), 1/100) overnight at 4 °C. After incubation with primary antibody, sections were incubated in biotinylated anti-rabbit immunoglobulin secondary antibody (Dako (#E0432), 1/200) in 5% goat serum in PBT2. Samples were washed in PBS and incubated with avidin/biotin complex (ABC, Vector) in PBS for 1 h. Sections were developed using 0.025% DAB and 0.03% H_2_O_2_ in PBS for 10 min, counterstaining using Ehrlich’s Hematoxylin solution and mounted in DPX (Sigma-Aldrich). Images were acquired on a Nikon 80i microscope equipped with a Nikon 5 M pixel Nikon DS digital camera. Images were processed using Adobe Photoshop and Illustrator.

### RNA Extraction and qRT-PCR Analysis

To extract RNA, dissected cortices were lysed in 600 μl Trizol (Life Technologies). RNA was purified and DNase-treated using the Direct-zol RNA MiniPrep kit (Zymo Research) according to the manufacturer’s instructions. For qRT-PCR, cDNA was synthesized using 200 ng RNA from 4 biological replicates per condition with the Precision nanoScript 2 Reverse Transcription Kit (PrimerDesign Ltd.) according to the manufacturer’s recommendations. qRT-PCRs were performed on a Stratagene Mx3000p (Agilent Technologies) using PrecisionPlus-MX 2× qPCR Mastermix with SYBR green (PrimerDesign Ltd.) and primers against *Chd8* exon 3–4 (FW: CAG AGG AGG AGG GTG AAA AGA AAC, Rev: GAG TTG TCA GAC GAT GTG TTA CGC) or *Chd8* exon 1–2 (FW: TGA AGC CTG CAG TTA CAC TGA CGT, Rev: CTG CGG CTG TGG CTG TGG TT). *Canx* and *Sdha* (E12.5) and *Gapdh* and *Eifa* (P5) were used as endogenous control genes as determined by prior geNorm (Primerdesign, UK) analysis for the respective sample sets. Relative expression levels were calculated using the 2^−∆∆CT^ method.

### RNA Sequencing

RNA was isolated from microdissected cortices at E12.5 (both hemispheres) and P5 (one hemisphere) and reverse transcribed (*n* = 3 per experimental group). cDNA was end-repaired, adaptor-ligated, and A-tailed. Paired-end sequencing was performed on the Illumina HiSeq 4000 platform. Quality of the raw sequencing data was checked using FastQC version 0.11.2 (Andrews 2010; available at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc) and trimming of adaptor sequences was performed using Trim Galore! version 0.4.1 (Krueger 2012; available at: http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Reads were aligned to the mouse genome (GRCm38.p4) using Tophat version 2.1.0 and aligned reads were counted using FeatureCounts version 1.5.0 (Kim et al. 2013; Liao et al. 2014). Differential expression testing was performed using DESeq2 version 1.10.1, as previously described (Love et al. 2014). Gene ontology analysis and functional classification was performed using DAVID with all detected DEGs below a 0.05 FDR (Huang et al. 2009). Putative regulatory transcription factors were determined with Enrichr using the “ENCODE and ChEA Consensus TFs from ChIP-X” database with all DEGs below a 0.05 FDR (Chen et al. 2013). The R package ggplot2 version 2.1.0 was used to generate volcano plots. The list of ASD-associated genes used for overlap with P5 DEGs was obtained from the SFARI Gene Scoring module (https://gene.sfari.org/autdb/HG_Home.do). RNA-seq data have been deposited into GEO, accession number GSE81103.

### Gene Expression Enrichment Analysis

In total, 4345 gene expression images corresponding to 4082 unique genes were downloaded from the Allen Institute’s Mouse Brain Atlas coronal expression dataset (Lein et al. 2007). The coronal expression dataset is limited by the fact that it only partially covers the genome and was defined in a biased manner (Ng et al. 2009). However, it offers higher data quality and resolution especially in lateral cortical areas including auditory cortex, compared with the sagittal dataset. This dataset, obtained via in situ hybridization, consisted of 3D spatial expression images aligned to a single reference model and summarized over the whole mouse brain at a 200 μm isotropic resolution. Specifically, the gene expression energies, defined by the Allen Institute as the sum of expressing pixel intensities divided by the sum of all pixels in a subdivision, were obtained. Expression data were obtained from adult (P56) male C57Bl/6.

Mean gene expression energies were extracted under a set of Allen Institute-defined segmentations, resulting in vectors of expression values for each gene that describe their spatial expression patterns. To account for differences in probe affinities that subsequently affect the total expression levels reported in the images, expression values for each gene were further normalized by dividing by the total expression (summed over regions) for that gene.

Next, we extracted rsfMRI time series data under the aforementioned set of segmentations. This was achieved by aligning, via ANTS (Avants et al. 2009; available at: http://hdl.handle.net/10 380/3113), the Allen Institute’s average 2-photon microscopy template over which the parcellations were defined to a high-resolution (56 μm) T2-weighted MR template of the mouse brain, resulting in an atlas defined on MRI data. This atlas was then combined with the MAGeT procedure (Chakravarty et al. 2013) implemented in the PydPiper framework (Friedel et al. 2014) to generate segmentations for each of the T2-weighted images acquired during the course of the rsfMRI experiments.

We focused on the pair of regions that showed strongest over-connectivity under these parcellations and determined candidate genes by choosing those that had the highest normalized expression in both regions, compared with all other genes. Candidates that were in the top 20% of genes for both regions were passed through an enrichment analysis via the GOrilla tool (Eden et al. 2009; http://cbl-gorilla.cs.technion.ac.il/). Another set of candidates were obtained by ranking each gene by the sum of their normalized expression values in both regions (equivalent to the L1 distance); this set also favors genes with high expression in one of the 2 regions, along with both regions. For enrichment analyses of ranked lists of genes, GOrilla automatically thresholds the list independently for each GO term so that the optimal enrichment is found (Eden et al. 2009).

To establish specificity of the enriched gene ontology terms, we performed equivalent analyses between 10 randomly chosen regional pairs (DG–FRP, LA–MB, OLF–IG, BLA–P-sat, MY-sat–DG, PAL–GU, P-sat–LZ, PAA–VERM, AON–HEM, MY-mot–MB). The number of returned GO terms was generally low and did not show an enrichment for neuronal development terms.

### Statistical Analysis

Data are reported as mean ± standard error of the Mean (SEM) and graphs show all individual data points where feasible. Significant *P*-values are reported in the results section and figure legends provide full details of all relevant statistical parameters including group sizes. Statistical analyses were performed either with SPSS (Version 22, IBM, Armonk, USA) or GraphPad Prism (Version 6, GraphPad Software, La Jolla, CA, USA). All analyses were performed blind to genotype.

#### Behavior

Data were analyzed using either a between-subjects ANOVA or a 2-way repeated measures ANOVA, as appropriate. If there was no statistically significant sex difference, data were pooled. When the appropriate ANOVA showed a significant effect for a particular task, student’s *t*-tests were used as post hoc analyses, as there were only 2 groups for comparison. Cohort details can be found in the methods, group sizes are stated in the figure legend.

#### Proliferation

Phosphohistone 3B-positive cells lining the ventricular surface of the dorsal cortex were counted and normalized to the length of ventricular surface. These were quantified on both sides of the brain in 3 consecutive sections and averaged to calculate the number of phosphohistone 3B-positive cells per μm of ventricular surface in the dorsal cortex. Group differences were calculated using unpaired student’s *t*-test.

#### μCT Analysis

Each 3D landmark point was recorded twice for each sample and distances between landmark points normalized to the average of the wildtype controls. Group differences for distances between 2 specific 3D landmark points were calculated using unpaired student *t*-test.

#### MRI Analyses

Processing of raw data is described in detail in the relevant method sections. For structural MRI, significant differences were determined between groups for the 159 different regions in the brain. Voxelwise comparisons were made between mutants and littermate controls, group differences were calculated using unpaired student’s *t*-test and multiple comparisons were controlled for using a false discovery rate (FDR < 0.15). Exact *P*-values can be found in Supplementary Table S1.

For rsfMRI studies, group-level differences in connectivity distributions were calculated using 2-tailed student’s *t*-test (*P* < 0.05, family-wise error cluster-corrected, with cluster-defining threshold of *t*_24_ > 2.06, *P* < 0.05) and multiple comparisons were controlled for using an FDR < 0.05.

#### RNA-seq

Processing of raw data and differential expression testing is described in Methods. Multiple comparisons were controlled for using an FDR < 0.05. Exact *P*-values and FDR adjusted *P*-values for all differentially expressed genes (DEGs) are listed in Supplementary Tables S2 and S3.

## Results

A mouse line with a conditional *Chd8* allele was produced through homologous recombination in C57Bl/6 embryonic stem cells (Supplementary Fig. S1A, B). *Chd8*^*flox*^ mice were crossed with the ubiquitously expressing *β-actin*Cre line (Lewandoski and Martin 1997) to generate *Chd8*^*+/−*^ mice (Supplementary Fig. S1C). Cre-mediated deletion of *loxP*-flanked (flox) exon 3 results in an early frameshift and termination of translation at amino acid 419, predicted to produce a protein that lacks all functional domains, equivalent to nonsense and frameshift mutations terminating CHD8 at amino acids 62 and 747 in patients (Barnard et al. 2015).

Quantitative RT-PCR (qRT-PCR) on RNA isolated from E12.5 and P5 neocortices using primers spanning the exon 3/4 boundary showed *Chd8* expression reduced by 64% (*P* = 0.006) and 52% (*P* = 0.01), respectively (Supplementary Fig. S1D). CHD8 protein levels were reduced by 51% in *Chd8*^*+/−*^ E12.5 neocortices compared with controls (Supplementary Fig. S1E, F), validating our *Chd8*^*+/*−^ mice as a suitable model for *CHD8* haploinsufficiency. Importantly, we found no evidence for a truncated protein product of 419aa (∼45 kDa) that may have resulted from translation of any mutant transcript (Supplementary Fig. S1E). qRT-PCR analysis at E12.5 with primers spanning the exon 1/2 boundary (upstream of the recombination event) revealed reduced *Chd8* expression of 52% (Supplementary Fig. S1G), indicating that the mutant transcript is most likely subject to nonsense-mediated decay.

### *Chd8* Heterozygous Mice Have Specific Craniofacial and Structural Brain Phenotypes

Humans with truncating mutations in a single *CHD8* allele often present with macrocephaly (64%) and distinct craniofacial phenotypes (89%), which include hypertelorism (wide-set eyes, 67%) (Bernier et al. 2014; Stessman et al. 2017). We characterized the cranioskeleton of *Chd8*^*+/*−^ mice by μCT to ask whether these phenotypes were also present in *Chd8*^*+/−*^ mice (Fig. 1*A*–*D*). The interorbital distance (landmarks 8–9, Fig. 1*C*,*D*) was significantly wider in *Chd8*^*+/*^^−^ mice compared with controls, indicative of a hyperteloric phenotype (*P = 0.0273; Fig. 1*C*,*D*,*F*). In addition, the anterior–posterior length of the interparietal bone (landmarks 4–5) is increased in *Chd8*^*+/−*^ animals (**P = 0.0025; Fig. 1*A*,*B*,*E*), suggestive of more wide-spread craniofacial anomalies associated with *Chd8* haploinsufficiency.

**Figure 1.**
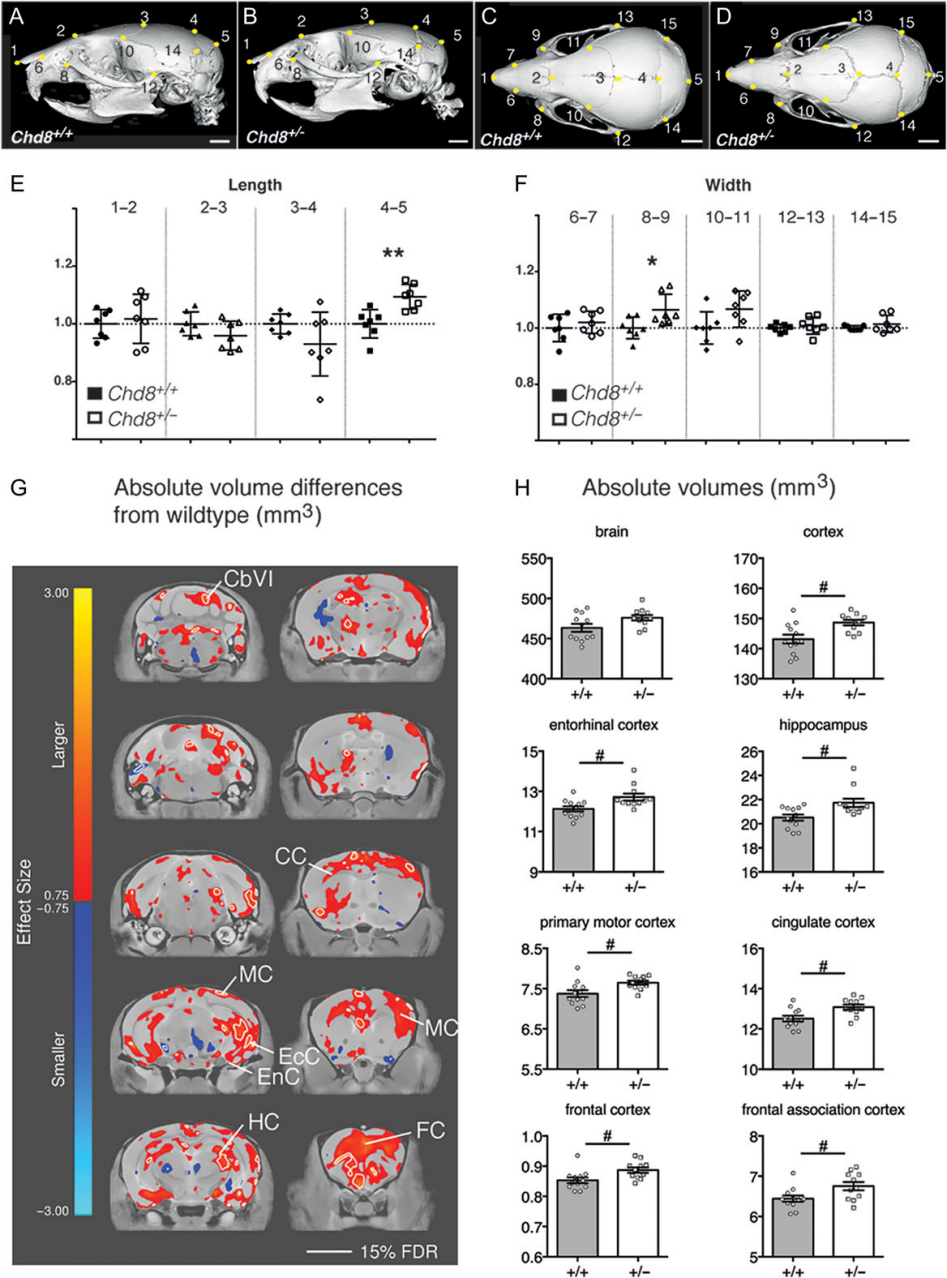
Hypertelorism and mild megalencephaly in *Chd8*^*+/*^^−^ mice. (*A*–*D*) Representative lateral (*A*,*B*) and dorsal (*C*,*D*) μCT views of 3D reconstructed skulls from mice with the indicated genotypes. Landmarks from 1 to 15 are indicated by yellow dots. Scale bars = 2 mm. (*E*,*F*) Graphs for measurements between indicated landmarks, normalized to average measurements from corresponding wildtype littermates. Mean ± SEM; landmarks 4–5: *P* = 0.0025, *t* = 3.797; landmarks 8−9: *P* = 0.0273, *t *= 2.512; df = 12, student’s *t*-test, *n* = 7 per genotype. (*G*) High-resolution 7 T structural MRI coronal images of *Chd8*^*+/−*^ brains from posterior (top left) to anterior (bottom right) are shown. Absolute volumetric differences in size, relative to wildtype controls are colored according to the scale on the left. Effect size is measured in units of standard deviation. Some regions with enlarged volumes are labeled as follows: CbVI = cerebellar lobule VI, MC= motor cortex, EcC = ectorhinal cortex, EnC = entorhinal cortex, HC = hippocampus, CC = cingulate cortex, FC =frontal association cortex. (*H*) Absolute volumes (mm^3^) are plotted for whole brain, neocortex, and several other brain regions for the different genotypes as indicated. #FDR < 0.15, student’s *t*-tests: brain: *P* = 0.0484, *t *= 2.096; cortex: *P* = 0.0055, *t* = 3.093; entorhinal cortex: *P* = 0.011, *t *= 2.788; hippocampus: *P* = 0.0091, *t* = 2.873 primary motor cortex: *P* = 0.0126, *t *= 2.727; cingulate cortex: *P* = 0.0074, *t *= 2.965; frontal cortex: *P* = 0.0154, *t* = 2.639; frontal association cortex: *P* = 0.0238, *t* = 2.438; df = 21, *Chd8*^*+/−*^: *n* = 11, *Chd8*^*+/+*^: *n* = 12. Individual volumes and volume differences for all brain regions are listed in Supplementary Table S1.

To examine whether structural brain abnormalities were present in *Chd8*^*+/*−^ mice, their brains were compared with *Chd8*^*+/+*^ littermates by high-resolution MRI (Fig 1*G*). Total brain volume was increased by 2.7% in *Chd8*^*+/*−^ mice (476 vs. 463 mm^3^, *P* = 0.048, FDR = 15%, Fig. 1*H*). Accordingly, several brain regions, including cortical areas, hippocampus and parts of the cerebellum showed volumetric increases (Fig. 1*G*,*H*, Supplementary Table S1). Structural alterations of these brain areas have been implicated in autism (Blatt 2012; Ecker 2016; Donovan and Basson 2017) providing potential neural substrates for the autism phenotype associated with *CHD8* haploinsufficiency in humans.

### *Chd8^+/−^* Mice Show Abnormal Activity Levels and Differences in Social Interaction

We next assessed *Chd8*^*+/−*^ mice in a number of behavioral tests to ask whether they exhibited any signs of socio-communicative deficits, repetitive behaviors or cognitive inflexibility, representing core ASD-like behaviors in humans.

*Chd8* heterozygous pups displayed signs of delayed motor development in the first 2 weeks after birth. *Chd8*^*+/*^^−^ pups took slightly longer than wildtype littermates to develop an effective righting reflex over time (*P = 0.014; Fig. 2*A*). Correspondingly, *Chd8*^*+/−*^ pups spent more time engaged in unsuccessful attempts to turn over on their stomachs as measured during the spontaneous motor behavior observations (P6: *P = 0.0312, P8: *P = 0.0354; Fig. 2*B*). Once they were able to move around the cage, mutant pups spent on average more time in locomotion than wildtype littermates suggestive of hyperactivity (**P = 0.009; Fig. 2*C*).

**Figure 2.**
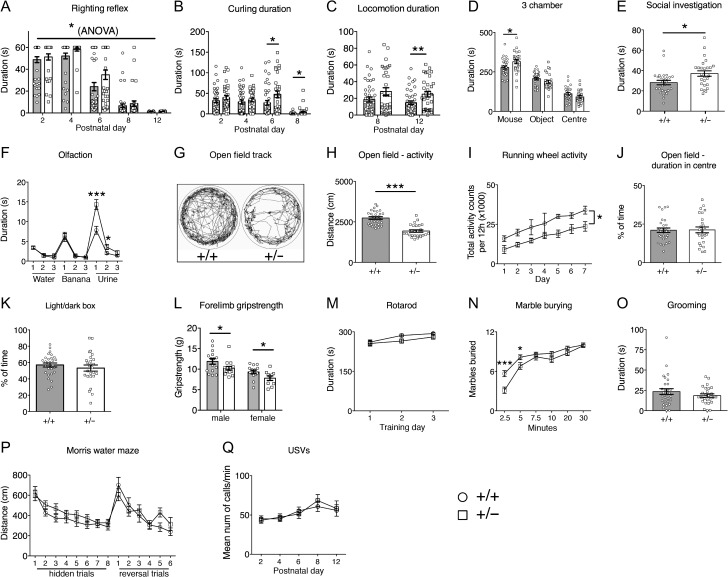
Complex behavioral abnormalities in *Chd8* heterozygous mice. (*A*–*Q*) Behavioral assessments of a cohort of adult *Chd8*^*+/−*^ (+/−, *n* = 16 [male], *n* = 14 [female]) and *Chd8*^*+/+*^ (+/+, *n* = 15 [male], *n* = 14 [female]) and of pup *Chd8*^*+/−*^ (+/−, *n* = 11 [male], *n* = 20 [female]) and *Chd8*^*+/+*^ (+/+, *n* = 22 [male], *n* = 20 [female]) animals. (*A*) The development of the righting reflex in pups at the indicated postnatal days. Pups failing to right by the end of the 60 s test period were given a score of 60 s. Note the significant delay in the acquisition of the full righting reflex response in *Chd8*^*+/−*^ animals compared with littermate controls. Mean ± 1SEM; *P = 0.014 (one-way repeated-measures ANOVA: *f*[1,72] = 6.36 (between-subjects effect)). (*B*) The duration, in seconds, pups spent rolling on their back (curling) as recorded during the analysis of spontaneous movements during USV recordings. Note that *Chd8*^*+/−*^ mice spent significantly more time curling at P6 and P8 compared with littermate controls. Mean ± SEM; P6 *P = 0.0312, P8 *P = 0.0354 (one-way repeated-measures ANOVA: *f*[1,72] = 12.64, *P* = 0.001 [between-subjects effect], with student’s *t*-test as post hoc analysis) (p6: df = 72, *t *= 2.197, P8: df = 72, *t* = 2.145). (*C*) The duration, in seconds, pups spent in locomotion as recorded during the analysis of spontaneous movements during USV recordings. At P12 *Chd8*^*+/*^^−^ animals spent significantly more time in locomotion as compared with littermate controls. Mean ± 1SEM, **P = 0.009 (one-way repeated measures ANOVA: (*f*[1,72] = 7.33, *P* = 0.008 [between-subjects effect], with student’s *t*-test as post hoc analysis df = 72, *t *= 2.687). (*D*) The duration, in seconds, spent in each chamber of the 3-chamber sociability test. All mice spent a significantly higher proportion of time in the chamber with the age- and sex- matched stranger conspecific mouse compared with the other chambers. Mean ± SEM; *P = 0.029 (between-subjects ANOVA: *f*[1,53] = 5.031). (*E*) Duration, in seconds, of social investigation over a 3-min period. Social investigation was defined as the combined total duration of head, body and anogenital sniffing of a conspecific mouse. Mean ± SEM; *P = 0.015 (between-subjects ANOVA *f*[1,52] = 6.307). (*F*) Graph demonstrating the performance in the olfactory habituation/dishabituation test. Mean ± SEM; *P = 0.03, **P = 0.0002 (repeated-measures ANOVA: *f*[2.85,145.23] = 9.24, *P* = 0.00002, with student’s *t*-test as post hoc analysis **df = 53, *t* = 4.04, *df = 53, *t* = 2.23). (*G*) Representative ethovision tracks of a *Chd8*^*+/−*^ (+/−) and *Chd8*^*+/+*^ (+/+) animal plotting their movements during the 10-min open field task. (*H*) The total distance traveled in the outer part of the open field arena over a 10-min time-period. Mean ± SEM; ***P = 2 × 10^-9^ (between-subjects ANOVA: *f*[1,53] = 52.72). (*I*) The total activity counts per 12 h period on running wheels in the homecage during 7 days of dark-phase recording. Mean ± SEM; *P = 0.019 (repeated-measures ANOVA: *f*[1,7] = 9.12, between-subjects effect). (*J*) The percentage of time spent in the center of the open field arena during the 10-min test. Mean ± SEM (between-subjects ANOVA: *f*[1,53] = 0.007, *P* = 0.93). (*K*) The percentage of time spent in the light chamber during the 5 min light/dark test. Mean ± SEM (between-subjects ANOVA: *f*[1,51] = 0.824, *P* = 0.368). (*L*) The average of 3 measurements of forelimb grip strength on a Linton Grip Strength meter. Mean ± SEM, males: *P = 0.045 (between-subjects ANOVA: *f*[1,29] = 4.371) females: *P = 0.042 (between-subjects ANOVA: *f*[1,22] = 4.677). (*M*) The mean latency of mice to fall from the rotarod. Mean ± SEM (repeated-measures ANOVA: *f*[1.644,102] = 0.620, *P* = 0.540). (*N*) The average number of marbles buried, out of a maximum of 12, within a 30-min time period. Mean ± SEM; *P = 0.04, ***P = 0.0004, (repeated-measures ANOVA: *f*[3.66,265] = 4.70, *P* = 0.002, with student’s *t*-test as post hoc analysis *df = 53, *t* = 2.12, ***df = 53, *t *= 3.79). *O*) The duration, in seconds, mice spent self-grooming during the 10-min self-grooming test. Mean ± SEM (between-subjects ANOVA: *f*[1,51] = 1.21, *P* = 0.28). (*P*) Graph plotting the average distance swum for 4 trials daily over 8 consecutive training days to find the hidden platform (hidden trials), followed by 6 training days where the location of the platform was reversed (reversal trials). Mean ± SEM (repeated-measures ANOVA: *f*[8.761,714] = 1.064, *P* = 0.388). (*Q*) The mean number of ultrasonic vocalizations per minute on indicated postnatal days. Mean ± SEM (repeated-measures ANOVA: *f*[1,72] = 0.76, *P* = 0.39).

In the 3-chamber sociability test, adult *Chd8*^*+/*^^−^ mice spent significantly more time in the chamber with the novel age- and sex-matched conspecific mouse than in the other chambers, indicative of normal sociability (Fig. 2*D*). Interestingly, rather than displaying sociability deficits, mutant mice spent slightly, but significantly more time in the chamber containing the mouse, compared with controls (*P = 0.029; Fig. 2*D*). *Chd8*^*+/−*^ mice also spent more time investigating conspecific mice in a reciprocal social interaction test (*P = 0.015; Fig. 2*E*). A quantitative olfactory habituation/dishabituation test revealed an increased interest in an odour with social significance (urine) in *Chd8*^*+/−*^ mice compared with controls (*P = 0.03, ***P = 0.0002; Fig. 2*F*). No difference in the time spent investigating a nonsocial (banana) odour was observed, implying an increased interest specifically in social cues and an otherwise normal capacity for odour discrimination (Fig. 2*F*).

Examination of these animals in the open field arena revealed a marked hypoactivity in *Chd8*^*+/*^^−^ mice (***P = 10^−9^; Fig. 2*G*,*H*). The hypoactive phenotype was also observed in mutant mice in their homecage environment by measuring activity on a running wheel over a 1-week period (*P = 0.019; Fig. 2*I*). The open field test did not show any evidence of anxiety in these mice, that is, an increased reluctance to enter the inner, most exposed area of an open field arena (Fig. 2*J*). This was confirmed in the light/dark box test that showed no difference between wildtype and mutant mice (Fig. 2*K*). Forelimb grip strength was slightly but significantly reduced in mutant mice (*P = 0.045 [males] *P = 0.042 [females]; Fig 2*L*) but *Chd8*^*+/*^^−^ mice showed normal motor abilities on the revolving rotarod, indicating that a reduced capacity to perform motor tasks was unlikely to be the cause of the hypoactive phenotype (Fig. 2*M*). No evidence of repetitive behaviors was observed by assessing marble burying and self-grooming behaviors (Fig. 2*N*,*O*). In fact, mutants showed slightly delayed marble burying behavior, most likely due to their general hypoactivity (*P = 0.04, ***P = 0.0004; Fig. 2*N*).

Spatial learning abilities and cognitive flexibility were assessed in the hippocampus-dependent Morris water maze test. *Chd8*^*+/−*^ mice performed normally in the learning part of this test (Fig. 2*P*). In a reversal paradigm, these mice were also indistinguishable from wildtype littermates, implying normal cognitive, spatial learning abilities and flexibility (Fig. 2*P*). Finally, no differences in the number of ultrasonic vocalizations (USVs) of pups separated from the nest were recorded, indicating no obvious communication deficits (Fig. 2*Q*).

As male mice from this adult behavioral cohort were used for structural MRI analyses (Fig. 1*G*,*H*) we were able to correlate their brain volume with specific behaviors. We observed significant inverse correlations between activity in the open field and hippocampal volume (*P = 0.012; Supplementary Fig. S3A), as well as cortical volume (*P = 0.036; Supplementary Fig. S3B). Overall brain volume and hypoactivity showed a weaker correlation (*P* = 0.092; Supplementary Fig. S3C) hinting at a degree of specificity for cortical and hippocampal regions.

In summary, *Chd8*^*+/−*^ mice displayed no socio-communicative deficits, but rather exhibited a heightened interest in social cues. No evidence for perseverative and repetitive behaviors were observed. *Chd8*^*+/−*^ pups showed evidence for hyperactivity and delayed motor development while adult *Chd8*^*+/*^^−^ mice exhibited a hypoactive phenotype, which was significantly correlated with overgrowth in cortical and hippocampal regions.

### *Chd8* Haploinsufficiency Causes General Growth Delay but Postnatal Brain Overgrowth

To determine whether the brain overgrowth phenotype was already present at early postnatal stages when developmental delay was evident, we measured body and brain weights from birth. *Chd8*^*+/−*^ pups showed significant growth retardation from postnatal day 4 onwards and into early adulthood (Fig. 3*A*). Brain and body weight were well correlated in both wildtype and heterozygous mice at P35 (*r*^2^ = 0.25, *P* = 0.0004 and *r*^2^ = 0.28, *P* = 0.005, respectively), with *Chd8* mutants displaying higher brain weights compared with their wildtype littermate controls with equivalent body weight (Fig. 3*B*). A group-wise comparison confirmed the significant increase in normalized brain weight in *Chd8*^*+/−*^ mice compared with wildtype littermates (20.4% increase, ***P < 0.0001; Fig. 3*C*). At P7, normalized brain weights were already significantly larger in *Chd8*^*+/*^^−^ pups compared with wildtype littermate controls (9.3%, ***P = 0.0009) with more subtle differences between the groups observed at P0 (6.7%, *P = 0.01).

**Figure 3.**
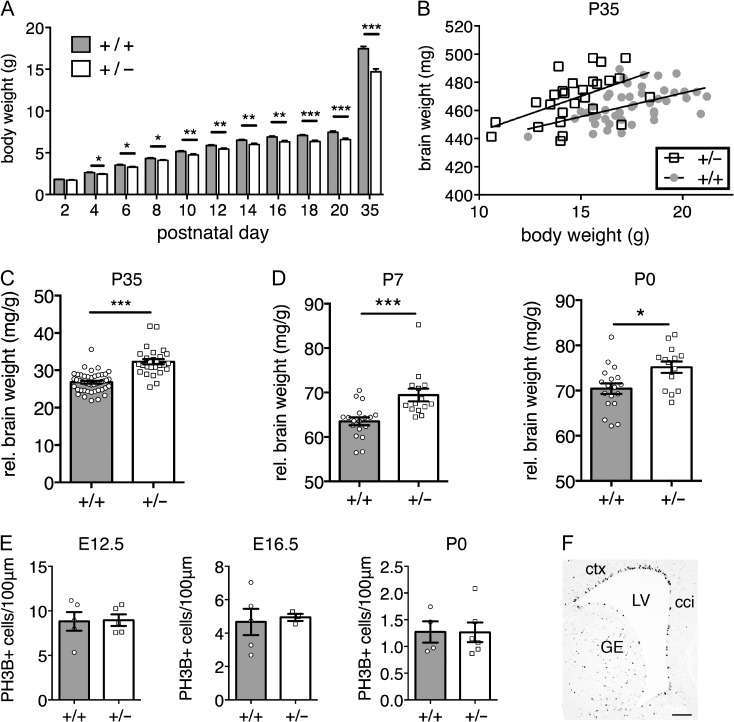
*Chd8* mutants display postnatal brain overgrowth. (*A*) Body weights of mice between P2 and P35. Repeated-measures ANOVA with student’s *t*-test as post hoc analysis. ANOVA: *f*(2.303, 158.940) = 12.313, *P* = 0.000003; student’s *t*-tests: P4: *t *= 2.498, *P = 0.0148; P6: *t *= 2.385, *P = 0.0197; P8: *t* = 1.916, *P = 0.0593; P10: *t* = 2.808, **P = 0.0064; P12: *t* = 2.803, **P = 0.0065; P14: *t* = 2.018, **P = 0.0035; P16: *t* = 3.353, **P = 0.0013; P18: *t* = 4.082, ***P = 0.0001; P20: *t* = 4.269, ***P < 0.0001; P35: *t* = 6.334, ***P < 0.0001; df = 71, +/+, *n* = 46; +/−, *n* = 27. (*B*) Individual wet brain weights plotted against individual body weights for *Chd8*^*+/−*^ (+/−), mice and their littermate controls (+/+) at postnatal day (P)35. Note that *Chd8*^+/−^ mice have larger brain weights than littermate controls of equivalent body weight. Linear regression analysis: *r*^2^ = 0.25, *P* = 0.0004 (+/+), *r*^2^ = 0.28, *P* = 0.005 (+/−). (*C*) Wet brain weights normalized to body weight P35. *Chd8*^*+/−*^ (+/−) show significantly increased normalized brain weights compared with their littermate controls (+/+). Mean ± SEM; ***P < 0.0001, *t *= 7.455 (student’s *t*-test). +/+, *n* = 46; +/−, *n* = 27. D) Wet brain weights of pups at P7 and P0 normalized to body weight. *Chd8*^*+/−*^ (+/−) pups show significantly larger normalized brain weights than their littermate controls (+/+) at P7 and P0. Mean ± SEM; *P = 0.01, *t* = 2.746; ***P = 0.0009, *t* = 3.681 (student’s *t*-test). P7: +/+, *n* = 18; +/−, *n* = 14; +/+; P0: +/+, *n* = 18; +/−, *n* = 14; +/+. (*E*) Quantification of phosphohistone H3 (PH3B) positive cells in the ventricular zone at E12.5, E16.5 and P0. Cell counts were normalized to ventricular surface length. Mean ± SEM; student’s *t*-test. E12.5: +/+, *n* = 5; +/−, *n* = 5. E16.5: +/+, *n* = 5; +/−, *n* = 3. P0: +/+, *n* = 4; +/−, *n* = 6. (*F*) Example of PH3B immunostaining in an E16.5 coronal brain section. Scale bar = 100μm; LV: lateral ventricle, ctx: cortex, cci: cingulate cortex, GE: ganglionic eminence.

Together, these analyses suggested that subtle, but cumulative differences in brain growth over time may be responsible for small increases in brain size. Indeed, we did not detect any significant differences in cortical ventricular zone (VZ) proliferation as measured by phosphohistone H3 immunostaining at E12.5, E16.5, or P0 (Fig. 3*E*,*F*). However, subtle increases in progenitor proliferation in the VZ cannot be completely ruled out.

### *CHD8* Controls the Expression of ASD-Associated Axon Guidance Genes in the Early Postnatal Neocortex

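Neocortical tissue was microdissected from Chd8+/+ mice and from Chd8+/- mice, which carry 1 mutant allele of Chd8, a gene encoding a chromatin remodeling factor. RNA was sequenced from both hemispheres at E12.5 and from a single hemisphere at P5, with n = 3 libraries per genotype at each stage. The authors trimmed the paired-end reads, aligned them to the mouse genome GRCm38 with Tophat and counted them on annotated genes with FeatureCounts. The deposited values are these raw counts without normalization, and each library's 2 sequencing runs are given separately. The libraries were made with dUTP, which keeps the strand of each read, but the counting command recorded with the P5 counts sets no strand. Reads in stretches shared by overlapping genes were therefore not assigned by strand, and no command is recorded with the E12.5 counts. Across the 12 libraries, the 2 runs of a library differed by a chi-squared per degree of freedom between 1.18 and 1.54, against 7.09 to 49.7 between libraries of the same group. The runs were therefore summed, and each library was treated as 1 replicate. At E12.5, between 42782134 and 50452472 reads were counted on genes in the Chd8+/+ libraries, with a median of 47869791, and between 38774591 and 48175212 in the Chd8+/- libraries, with a median of 43965448. At P5, the range was 45149693 to 54695236 in the Chd8+/+ libraries, with a median of 45773945, and 41803596 to 47478444 in the Chd8+/- libraries, with a median of 42465418. Differential expression between the genotypes was tested within each stage with edgeR's quasi-likelihood test after TMM normalization, edgeR's default filter on low counts and Benjamini-Hochberg adjustment, with a threshold of 0.05. The test covered 18081 genes at E12.5 and 18666 genes at P5, with a biological coefficient of variation of 9.18% and 7.42%. DESeq2, which the paper used, was also run, with its Wald test and its default filter.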

To gain insights into the transcriptional programs that may underlie the subtle brain overgrowth and abnormal behaviors observed in *Chd8*^*+/−*^ mice, we performed RNA-seq analysis on dissected neocortical tissue at 2 stages: (1) At E12.5, when *Chd8* expression peaks (Durak et al. 2016) and neural progenitor cells predominate; and (2) At P5, when many developmental processes with relevance for ASD aetiology, such as axon growth and guidance and synaptogenesis, are under way.

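Chd8 (ENSMUSG00000053754) lies on chromosome 14 of GRCm38 from 52198151 to 52257723 and overlaps 2 other annotated genes. At E12.5 its normalized counts (CPM after TMM normalization) were 236 ± 2.51 (SD, n = 3) in Chd8+/+ libraries and 166 ± 3.10 (SD, n = 3) in Chd8+/- libraries. The log2 fold change was -0.51 (standard error 0.0394, adjusted p = 0.00562 from edgeR's quasi-likelihood test), and the values of the genotypes did not overlap. Chd8 was the 1 gene with an adjusted p under 0.05, while 932 genes had an unadjusted p under 0.05, where 904 would be expected by chance. The genotypes did not overlap at 11.3% of the genes tested, where chance gives 10%. This call depended on single libraries, since the adjusted p of Chd8 was 0.141 without Chd8+/+ replicate 3, 0.124 without Chd8+/- replicate 1 and 0.122 without Chd8+/- replicate 3. Its log2 fold change stayed between -0.52 and -0.50 with each library left out in turn. The number of genes called moved most when all genes with at least 1 count in total were tested, which gave 13 genes.
DESeq2's Wald test called 5 genes, namely Chd8, Zcwpw1, Tmem209, Sfxn1 and Vwf. With a library left out it called between 3 and 18 genes. Of the 5 genes it kept between 2 (without Chd8+/+ replicate 3 or Chd8+/- replicate 3) and 5 (without Chd8+/+ replicate 2). Zcwpw1 (ENSMUSG00000037108), which overlaps 1 other annotated gene, had 9.28 CPM in Chd8+/+ and 13.8 in Chd8+/- libraries, with a log2 fold change of 0.57 (standard error 0.0895, adjusted p = 0.541 from edgeR and 8.55e-04 from DESeq2). Tmem209 (ENSMUSG00000029782) rose by 0.36 on the log2 scale (standard error 0.0464, adjusted p = 0.222 from edgeR and 1.25e-05 from DESeq2). Sfxn1 (ENSMUSG00000021474) changed by -0.25 (standard error 0.0398, adjusted p = 0.541 from edgeR and 0.0228 from DESeq2). Vwf (ENSMUSG00000001930) had 28.0 CPM in Chd8+/+ and 19.0 in Chd8+/- libraries, a change of -0.55 (standard error 0.130, adjusted p = 0.924 from edgeR and 0.0285 from DESeq2).

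**Figure D1:**
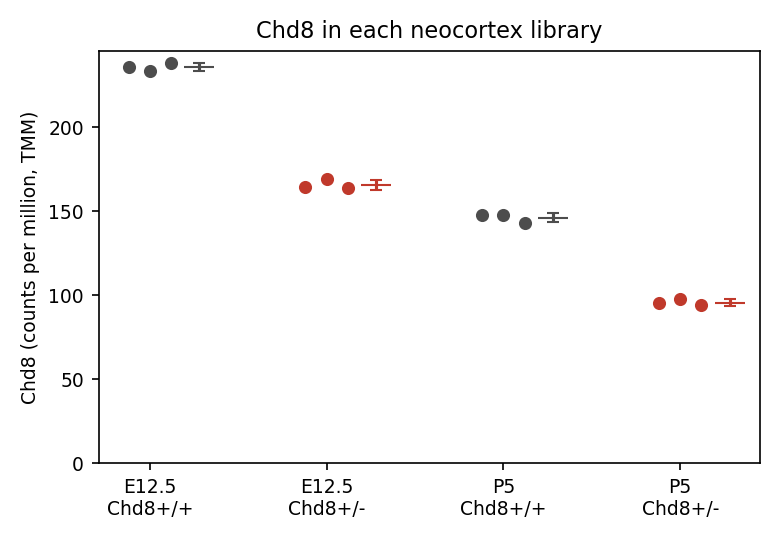
CPM of Chd8 after TMM normalization in each E12.5 and P5 neocortex library, with the mean and SD of each group of 3 beside the points. At both stages each Chd8+/- library lies below all Chd8+/+ libraries of that stage, at a mean of 166 against 236 at E12.5.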

Surprisingly, only 5 genes, including *Chd8*, showed significant (FDR < 0.05) differential expression in *Chd8*^*+/*−^ embryos at E12.5 in this experiment (Fig. 4*A*, Supplementary Table S2). By contrast, 649 DEGs (FDR < 0.05) were identified in the P5 neocortex, with over two-thirds of these genes downregulated (Fig. 4*B*, Supplementary Table S3).

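At P5 Chd8 was at 146 ± 2.70 CPM (SD, n = 3) in Chd8+/+ and 95.7 ± 1.82 (SD, n = 3) in Chd8+/- libraries, a log2 fold change of -0.61 (standard error 0.0343, adjusted p = 7.21e-05 from edgeR's quasi-likelihood test). Chd8 was again the 1 gene called by this test. However, 3317 genes had an unadjusted p under 0.05, where 933 would be expected by chance, and 136 genes had an adjusted p under 0.1, of which 95 were lower in Chd8+/-. The genotypes did not overlap at 23.1% of the genes tested, against 10% by chance. DESeq2 called 653 of the 12362 genes that passed its filter, 212 higher and 441 (67.5%) lower in Chd8+/-. With offsets that remove the trend of each library with gene length, DESeq2 called 363 genes, of which 187 (51.5%, 95% Wilson confidence interval 46.4 to 56.6) were lower.
The number of genes called by edgeR moved most when all genes with at least 1 count in total were tested, which gave 995 genes. It was 327 without Chd8+/- replicate 2, 2 without Chd8+/- replicate 1 and 5 without Chd8+/- replicate 3. DESeq2 called 48 genes without Chd8+/+ replicate 1, 122 without Chd8+/+ replicate 2, 140 without Chd8+/- replicate 1 and 314 without Chd8+/- replicate 3.
Among the genes called by DESeq2 whose genotypes did not overlap, the 5 higher ones with the smallest p were Chmp2a, Csf2ra, Dnajc4, Stag3 and Anapc11, and the 5 lower ones Chd8, Clic6, Robo1, Dcc and Dhx9. Dnajc4 (ENSMUSG00000024963) had 7.23 CPM in Chd8+/+ and 11.3 in Chd8+/- libraries, a log2 fold change of 0.64 (standard error 0.0856, adjusted p = 0.0881 from edgeR and 1.45e-05 from DESeq2). Stag3 (ENSMUSG00000036928) rose by 0.47 (standard error 0.0661, adjusted p = 0.0881 from edgeR and 2.54e-05 from DESeq2) and Chmp2a (ENSMUSG00000033916) by 0.36 (standard error 0.0499, adjusted p = 0.0881 and 2.39e-06). Clic6 (ENSMUSG00000022949), which overlaps 1 other annotated gene, had 9.07 CPM in Chd8+/+ and 5.12 in Chd8+/- libraries, a log2 fold change of -0.82 (standard error 0.123, adjusted p = 0.0881 from edgeR and 7.66e-06 from DESeq2). Among the others, the log2 fold change was 0.38 for Csf2ra, 0.35 for Anapc11 and -0.35 for Dhx9. Clic6 is also on a list of choroid plexus marker genes, all 10 of which were lower in Chd8+/- at P5.

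**Figure D2:**
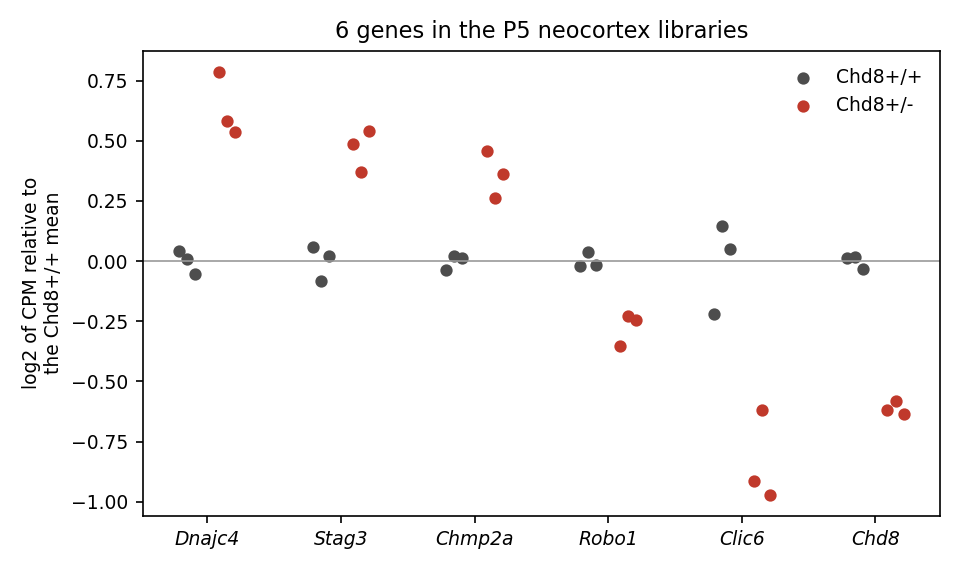
CPM of Dnajc4, Stag3, Chmp2a, Robo1, Clic6 and Chd8 in each P5 neocortex library, on a log2 scale relative to the mean of the Chd8+/+ libraries. For each gene the 3 Chd8+/- libraries lie on one side of the 3 Chd8+/+ libraries.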

**Figure 4.**
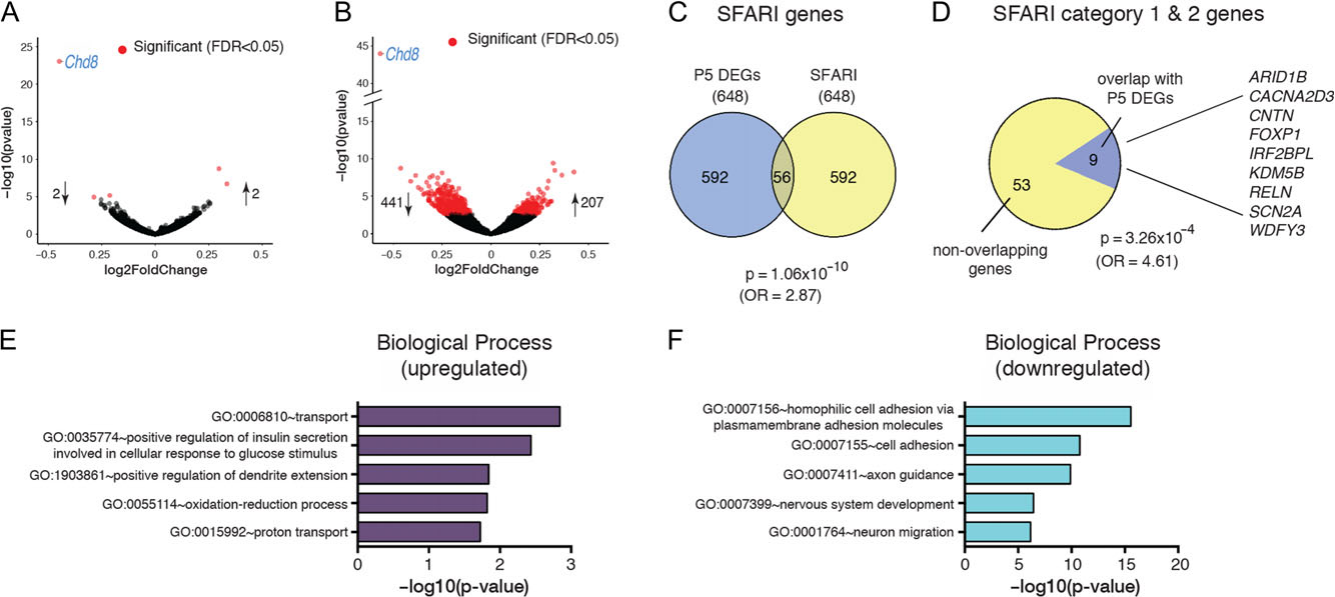
Gene expression changes in *Chd8-*deficient neocortices. (*A*) Volcano plot of RNA-seq data from embryonic (E12.5) *Chd8*^+/−^ neocortex. Each point represents an individual gene and all genes differentially expressed in *Chd8*^*+/*−^ samples with an FDR of 0.05 are highlighted in red. All differentially regulated genes are listed in Supplementary Table S2. (*B*) Volcano plot indicating differentially expressed genes (DEGs) detected by RNA-seq in P5 *Chd8*^+/−^ neocortex. All differentially regulated genes are listed in Supplementary Table S3. (*C*) Venn diagram showing extent of overlap between P5 DEGs and ASD-associated genes (categories 1–5 and S) in the SFARI gene database. Enrichment was calculated using Fisher’s exact test for count data. SFARI genes that overlap with P5 DEGs are listed by category in Supplementary Table S4. (*D*) Pie chart showing the proportion of high confidence ASD candidate genes (categories 1–2) that are found in the P5 DEG set. Enrichment was calculated using Fisher’s exact test for count data. (*E*, *F*) Results of gene set enrichment analysis using the DAVID knowledgebase on the P5 DEG set (FDR < 0.05). The 5 most significant Gene Ontology terms in the Biological Processes category are shown for upregulated DEGs (*E*) and downregulated DEGs (*F*), respectively. The 5 most significant Gene Ontology terms in the molecular function and pathways categories and the 4 most over-represented transcription factors identified by Enrichr analysis are shown in Supplementary Figure S2. A comprehensive list of all significant Gene Ontology terms in the biological processes, molecular functions and pathways categories is given in Supplementary Tables S5–10.

Comparing all DEGs from the P5 dataset with the SFARI autism gene list identified 56 shared genes, representing a highly significant enrichment of ASD-associated genes in the DEG set (*P* = 1.06 × 10^−10^ [OR = 2.87]; Fig. 4*C*, Supplementary Table S4). 

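The SFARI genes in categories 1 to 5 and S of the paper's list were matched to the counted genes by symbol, which placed 590 of 625, and Chd8 was left out. Because edgeR called Chd8 alone at P5, no overlap can be computed from its calls, and the overlap was computed from the genes called by DESeq2. Of 497 SFARI genes that passed DESeq2's filter, 55 (11.1%) were called, against 5.03% of the other genes. The odds ratio was 2.35 (95% confidence interval 1.72 to 3.16, p = 1.66e-07 from a two-sided Fisher's exact test over 12361 genes). Across the alternatives, it ran from 0 in an edgeR model of all 12 libraries, where 4 P5 genes were called, to 6.43 with DESeq2 without independent filtering, and it was 5.22 against a background of all genes with at least 1 count. Within deciles of gene length, the Mantel-Haenszel odds ratio was 1.77 (p = 2.59e-04), and on the genes called by DESeq2 with the offsets for gene length it was 1.54 (Fisher's exact p = 0.0594). By edgeR, 170 of 566 SFARI genes tested had an unadjusted p under 0.05, and 47 passed when adjusted over the list alone.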

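Of the 55 SFARI genes called by DESeq2 at P5, 52 (94.5%, 95% Wilson confidence interval 85.1 to 98.1) were lower in Chd8+/-. The exceptions were Dctn5, Dst and Slc30a3, with DESeq2 log2 fold changes of 0.18, 0.24 and 0.23. Over all SFARI genes tested by edgeR, called or not, 399 of 566 were lower, with a median log2 fold change of -0.048. On the genes called by DESeq2 with the offsets for gene length, 81.8% of the SFARI genes called were lower.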

Almost all (53/56 = 95%) of these ASD-associated genes were downregulated (Supplementary Table S4). We also overlapped our gene set with high confidence (SFARI categories 1 and 2) ASD candidates (*P* = 3.26 × 10^−4^ [OR = 4.61]; Fig. 4*D*). 

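In SFARI categories 1 and 2, 57 genes other than Chd8 passed DESeq2's filter at P5. The odds ratio of their overlap with the genes called by DESeq2 was 3.40 (95% confidence interval 1.46 to 7.05, p = 0.00277 from a two-sided Fisher's exact test). With the offsets for gene length it fell to 0.566 (Fisher's exact p = 1.0), and within deciles of gene length it was 2.09 (Mantel-Haenszel p = 0.0738). Without Chd8+/- replicate 3 it was 2.01 (Fisher's exact p = 0.200), without Chd8+/- replicate 1 it was 5.30, and without Chd8+/+ replicate 1 it was 4.68 and no longer passed the threshold.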

Nine genes, representing 16% of all SFARI categories 1 and 2 genes, were present in our DEG set at P5. All of these high confidence ASD candidate genes were downregulated (Supplementary Table S4).

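The 9 category 1 and 2 genes called by DESeq2 made up 15.8% of those that passed its filter. They were Arid1b, Cacna2d3, Cntn4, Foxp1, Irf2bpl, Kdm5b, Reln, Scn2a and Wdfy3. Cacna2d3 (ENSMUSG00000021991, chromosome 14 from 28904943 to 29721864, overlapping 3 other annotated genes) had the largest change among them, with a log2 fold change of -0.33 (standard error 0.0701, adjusted p = 0.100 from edgeR and 5.98e-04 from DESeq2). Scn2a (ENSMUSG00000075318) changed by -0.20 (standard error 0.0454, adjusted p = 0.110 from edgeR and 0.00269 from DESeq2). Foxp1 overlaps 4 other annotated genes, Reln 7, Wdfy3 3 and Arid1b 1. The adjusted p from edgeR lay between 0.100 and 0.132 for the 9 genes.

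**Figure D3:**
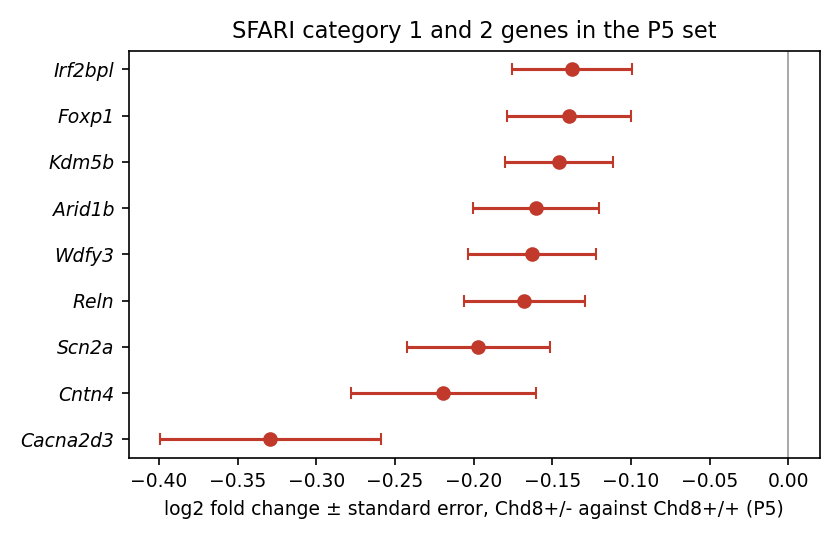
Log2 fold change between Chd8+/- and Chd8+/+ libraries at P5, with its standard error, for the 9 SFARI category 1 and 2 genes called by DESeq2. All 9 points lie below 0, from -0.33 for Cacna2d3 to -0.14 for Irf2bpl.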

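Among all 59 SFARI category 1 and 2 genes tested by edgeR at P5, 46 were lower and 13 higher in Chd8+/-, with a median log2 fold change of -0.089. None was called over all genes tested, 27 had an unadjusted p under 0.05, and 17 passed when adjusted over the list alone.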

Amongst the upregulated gene set, the most significant KEGG pathways, molecular functions and biological processes were related to protein transport, the ribosome and oxidative phosphorylation, whereas the downregulated gene set included categories related to cell adhesion, axonal guidance and calcium signaling pathways (Fig. 4*E*, *F*, Supplementary Fig. S2A, Supplementary Tables S5–10). 

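Gene families for these terms were fixed by gene symbol and tested at P5 with limma's camera, with a preset correlation between genes, and with fry, each adjusted over 5 sets. The camera test sets the genes of a family against all other genes tested, while fry tests the family alone. An exact permutation over the 10 splits of the 6 libraries into equal groups, taken in both directions, cannot give a p below 0.1. The 82 ribosomal protein genes tested had a median log2 fold change of 0.077, with 73 higher in Chd8+/- (adjusted p = 4.21e-04 from camera and 0.506 from fry), and 6 of the 10 splits gave a median as large. The 92 oxidative phosphorylation genes had a median of 0.081, with 73 higher (adjusted p = 3.27e-06 from camera and 0.325 from fry), and 2 splits gave one as large. Among the 99 cadherin and protocadherin genes the median was -0.21 and 92 were lower (adjusted p = 2.76e-14 from camera and 0.0123 from fry), with only the real split as large. The 77 genes of the axon guidance families had a median of -0.058, with 52 lower (adjusted p = 6.01e-04 from camera and 0.0123 from fry), again with the real split alone as large. The directions of the cadherin and axon guidance families thus also pass under fry, but those of the ribosomal and oxidative phosphorylation genes do not, and with an estimated correlation between genes no family passes after adjustment (adjusted p = 0.0963 for the cadherins and the axon guidance families). With the offsets for gene length the median of the ribosomal protein genes was 0.037 and no longer passed with camera, and the median log2 fold change of axon guidance gene families at P5 was -0.0097. Without Chd8+/- replicate 1 the median of the ribosomal protein genes was 0.0070 and did not pass, and without Chd8+/- replicate 2 it was 0.14. The median of the oxidative phosphorylation genes was 0.045 without Chd8+/- replicate 1, and that of the axon guidance families -0.038 without Chd8+/+ replicate 3. Over all genes tested, edgeR called none of these genes, while 10 ribosomal, 32 oxidative phosphorylation, 48 cadherin and 27 axon guidance genes had an unadjusted p under 0.05. Adjusted over the list alone, the counts were 0, 8, 33 and 17.
The genes that the paper's supplement lists under the KEGG terms were 7 for the ribosome and 12 for oxidative phosphorylation, all higher in Chd8+/-, and 17 for calcium signaling and 12 for axon guidance, all lower. DESeq2 called each of them. The study chose these lists on the same libraries, so their passing when adjusted over the list alone is not independent evidence.

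**Figure D4:**
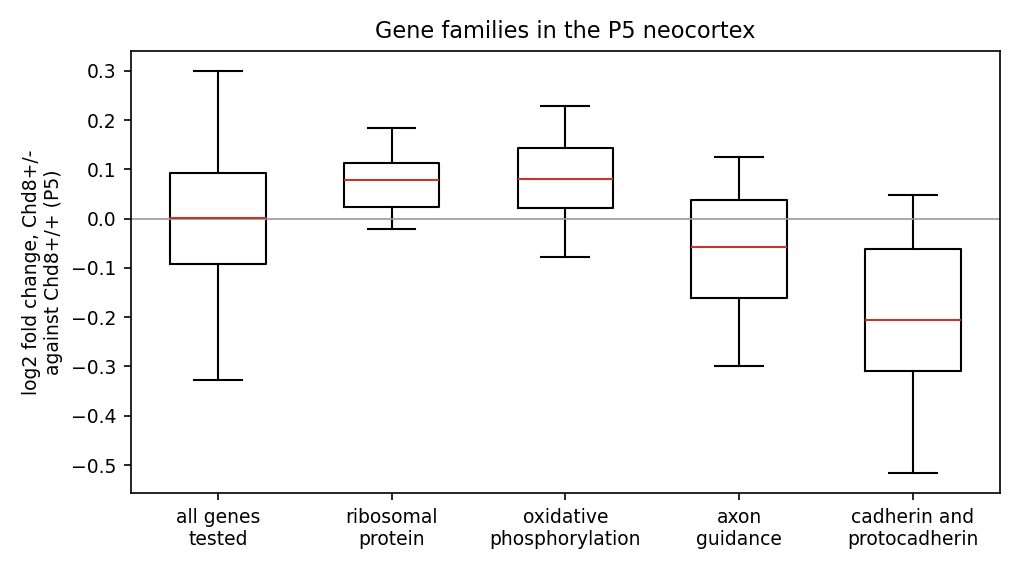
Log2 fold change between Chd8+/- and Chd8+/+ libraries at P5 for all genes tested by edgeR and for the 4 gene families, with boxes from the lower to the upper quartile, the median as a line and whiskers from the 5th to the 95th percentile. The median of the cadherin and protocadherin genes is -0.21, and those of the ribosomal protein and oxidative phosphorylation genes are 0.077 and 0.081.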

Identification of potential regulatory transcription factors was performed using Enrichr, which found over-representation of Suz12 targets in the downregulated gene set (Supplementary Fig. S2B). Suz12 is a component of the Polycomb repressor complex 2 (PCR2) and is required for both histone methyl transferase and gene silencing activities of PRC2 (Cao and Zhang 2004). The observation that Suz12 targets are over-represented in the downregulated gene set offers a potential mechanistic explanation for the downregulation of some of these genes. 

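The list of Polycomb repressor complex 2 subunits and associated proteins held 11 genes, all tested at P5. Suz12 (ENSMUSG00000017548), which overlaps 1 other annotated gene, had 46.4 CPM in Chd8+/+ and 42.4 in Chd8+/- libraries. Its log2 fold change was -0.13 (standard error 0.0470, adjusted p = 0.203 from edgeR and 0.197 from DESeq2). Across the list the log2 fold changes ran from -0.13 to 0.13, with 7 lower and 4 higher. The number of these genes called was 0 over all genes tested, 0 when adjusted over the list alone and 0 by DESeq2, while 3 had an unadjusted p under 0.05. None of the 17 alternatives counted for this list, and no library left out of the edgeR test, gave a call in it. Over these alternatives the number of P5 genes called ran from 1 to 995, and a count of 0 in the list is all but fixed where few genes were called. DESeq2 combined with another setting or with a library left out was not counted for it.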

None of the genes that encode PRC2 subunits like Suz12 were differentially expressed at P5, excluding the possibility that increased PRC2 gene expression at this stage of development was responsible for repression of *Suz12* target genes in *Chd8* mutants.

### *Chd8^+/−^* Mice Exhibit Over-Connectivity in Cortical and Hippocampal Networks

The significant enrichment of cell adhesion and axonal guidance genes in the downregulated gene set at P5 led us to hypothesize that long-range connectivity might be altered in *Chd8* heterozygous neocortices. To test this hypothesis, we performed rsfMRI to probe functional brain connectivity in mature brain networks. Synchronous fluctuations in blood-oxygen-level dependent (BOLD) signals in different brain regions are used as an indication of them being functionally connected. A regionally unbiased analysis for long-range connectivity changes revealed hotspots for increased connectivity in *Chd8*^*+/*−^ mice compared with wildtype littermate controls, which included the entorhinal, retrosplenial, auditory cortical and posterior hippocampal areas (*t*-test, *P* < 0.05 FEW cluster-corrected, with cluster-defining threshold *t*_24_ > 2.06, *P* < 0.05; orange areas in Fig. 5*A*). This analysis suggested that hyperconnected areas were predominantly located on the left side of the brain. A reanalysis of these results without the use of cluster correction revealed the presence of foci with increased connectivity also on the right side, mirroring the effects observed on the left (dark red areas in Fig. 5*A*). Interhemispheric mapping of rsfMRI connectivity strength in previously characterized rsfMRI network systems of the mouse brain (Sforazzini et al. 2014), revealed increased cortical connectivity in auditory regions (*P* < 0.05, student’s *t*-test, uncorrected), although the effect did not survive FDR correction (*q* = 0.05) for multiple comparison across the rsfMRI networks probed. We next used a seed-based approach to specifically probe regions with altered connectivity to these hotspots to reveal the brain networks affected. Most strikingly, this revealed a reciprocal increase in connectivity between ventral hippocampus and auditory cortical regions in *Chd8* mutant mice (*t*-test, *P* < 0.05 FEW cluster-corrected, with cluster-defining threshold *t*_24_ > 2.06, *P* < 0.05; Fig. 5*B*,*C*). Seed placement in the auditory cortex revealed increased connectivity of this region with both cingulate and entorhinal cortices (Fig. 5*B*), whereas a hippocampal seed uncovered strengthened long-range connectivity with somatosensory and visual cortices (Fig 5*C*).

**Figure 5.**
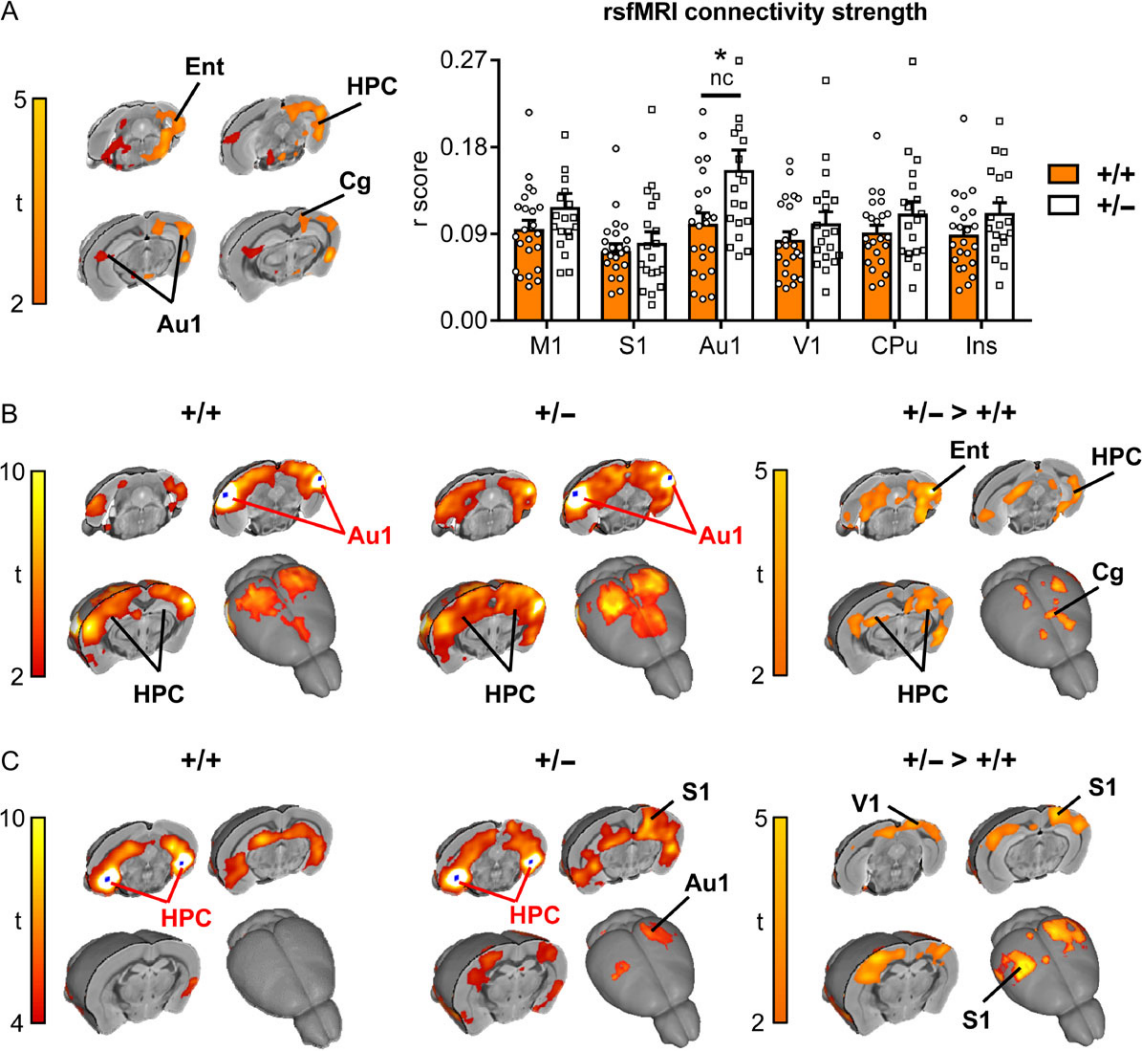
Resting-state functional MRI reveals increased parietohippocampal connectivity in *Chd8*^*+/−*^ mice. (*A*) Global (long range) connectivity mapping revealed bilateral foci of increased connectivity in posterior cortical and hippocampal regions in *Chd8*^*+/**−***^ mice with respect to control littermates (*Chd8*^*+/−*^: *n* = 19, *Chd8*^*+/+*^: *n* = 23). The effect is shown at a threshold *t*_24_ > 2.06, *P* < 0.05 (Fig. 5*A*). Orange areas indicate regional rsfMRI differences surviving cluster correction (*P* = 0.05). The bar plot on the right displays global connectivity strength quantification (*r* score) in bilateral areas of interest. *P < 0.05, nc = not corrected for multiple comparisons. Ent = entorhinal cortex, HPC = hippocampus, Au1 = auditory cortex, Rs = retrosplenial cortex, M1 = motor cortex, S1 = somatosensory cortex, V1 = visual cortex, CPu = caudate putamen. Ins = insular cortex. (*B*) Seed based connectivity mapping obtained using a bilateral auditory seed (Au1) covering foci of increased global rsfMRI connectivity depicted in (*A*). A robust increase in rsfMRI connectivity was observed in hippocampal (HPC), entorhinal (Ent), and cingulate (Cg) regions of *Chd8*^*+/− *^mice (*t *< 2, pc = 0.01). (*C*) Seed based connectivity mapping obtained using a bilateral ventro-hippocampal seed (HPC) covering bilateral foci of increased global rsfMRI connectivity in (*A*). A significant increase in rsfMRI connectivity was observed in peri-hippocampal and auditory/parietal (S1 and V1) regions in *Chd8*^*+/−*^ mice (*t* < 2, pc = 0.01).

Previous studies suggested that neurodevelopmental genes show correlated expression patterns in brain areas that are connected (French and Pavlidis 2011). To test if the same applies to our model we harnessed gene expression data contained within the Allen brain atlas to identify genes that are highly expressed in hippocampal and auditory areas. Using expression data from the Allen brain atlas, we determined genes with high relative expression in both the hippocampal CA2 region and auditory areas (Supplementary Fig. S4A, B; Supplementary Table S11; see Methods for details). Enriched genes preferentially clustered into GO term categories relating to synaptic development and function, axonal structure and neuron projections (Supplementary Table S11). To determine if any of these highly expressed genes are likely contributing to a developing process linked to the functional connectivity phenotype, we compared them with the DEG set from our P5 RNAseq experiment. This analysis revealed several axon guidance and cell adhesion genes that are preferentially expressed in CA2 and auditory areas at adult stages and whose expression is dysregulated at P5 (e.g., *Cdh2, Cdh11, Cdk5r1, Epha4, Fat3, Nrcam, Robo1*; Supplementary Table S11).

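The overlap sheet of Supplementary Table S11 lists 37 genes over both areas, and all 37 were tested in the P5 neocortex libraries. By DESeq2 all 37 were called, 29 lower and 8 higher in Chd8+/-. By edgeR 0 were called over all genes tested and 37 had an unadjusted p under 0.05. Adjusted over the list alone all 37 passed, which is not independent evidence because the study chose the list on these libraries. Without Chd8+/- replicate 2, edgeR called 14 of them. Robo1 (ENSMUSG00000022883) was at 151 ± 3.47 CPM (SD, n = 3) in Chd8+/+ and 124 ± 5.88 (SD, n = 3) in Chd8+/- libraries. Its log2 fold change was -0.27 (standard error 0.0422, adjusted p = 0.0881 from edgeR). With a library left out, the adjusted p of Robo1 from edgeR ran from 0.0208 (without Chd8+/- replicate 2) to 0.390. Cdh2 changed by -0.19 (standard error 0.0389, adjusted p = 0.0973 from edgeR). Its adjusted p from edgeR ran from 0.0416 (without Chd8+/- replicate 2) to 0.390 with a library left out. Cdh11 changed by -0.19, Epha4 by -0.18, Nrcam by -0.16, Fat3 by -0.14 and Cdk5r1 by -0.13. Cdh2, Cdh11 and Epha4 each overlap 1 other annotated gene.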

Taken together, two independent experimental approaches at different time points identified specific axon guidance and cell adhesion genes, further strengthening our hypothesis that dysregulation of these genes may be important for the functional connectivity phenotype and provides a solid platform for future detailed analyses.

We conclude that early postnatal gene expression changes prefigure abnormal functional connectivity in *Chd8* heterozygous mice. Our findings suggest that abnormalities in specific cortical–hippocampal circuits involved in sensory processing may underlie some of the unique anomalous behaviors observed in *Chd8*^*+/−*^ mice, and by extension, the neuropsychiatric symptoms in patients with *CHD8* mutations.

## Discussion

Here we identify a crucial developmental role for *Chd8* in regulating axon guidance gene expression in the early postnatal period and, for the first time, associate *Chd8* haploinsufficiency with functional over-connectivity of specific brain areas. A recent rsfMRI study involving over 150 male probands with an ASD diagnosis and nearly 200 typically developing individuals described over-connectivity between sensory cortices and subcortical structures as a central feature in ASD (Cerliani et al. 2015). It will be very important to determine whether these specific functional connectivity abnormalities are present in patients with *CHD8* mutations.

While we cannot at this stage establish a direct causal relationship between transcriptional, connectivity and behavioral phenotypes, our data suggest that functionally altered connectivity of sensory cortical areas in *Chd8* mutant mice underpins behavioral phenotypes. 

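Among the 653 genes called by DESeq2 at P5, the median size of the change was 0.21 on the log2 scale and the largest 0.82, that of Clic6. In 630 of them the change was smaller than 0.5, and in 0 it was larger than 1. Folr1, which is not among these genes, changed by more, with -1.41 (standard error 0.186, adjusted p = 0.0881 from edgeR). Clic6 and Folr1 are both choroid plexus marker genes, and less choroid plexus in the Chd8+/- dissections is not excluded as the source of their fall. The 5 genes called at E12.5 had a median size of 0.51 and a largest of 0.58. In counts simulated from the P5 libraries with 200 changed genes, DESeq2 recovered 16.4% of changes of 0.2 and 78.0% of changes of 0.5 on the log2 scale. Of its calls there, 16.0% were genes that had not been changed. In that setting smaller changes were often not detected with 3 libraries per genotype. However, edgeR called 119.7 genes on average in these counts and 1 in the real P5 libraries, so the shares need not hold for the real data.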

In concordance with previous studies (Katayama et al. 2016; Gompers et al. 2017), our data suggest that moderate expression changes of many genes, rather than severe disruption of few genes, cooperate to give rise to phenotypic changes in *Chd8*^*+/*^^−^ mice. A total of 21 axon guidance genes are downregulated in the early postnatal period in our *Chd8*^*+/−*^ mice (Supplementary Table S6). Therefore, experimental validation of a causal link will be challenging as multiple axon guidance pathways may contribute to the functional connectivity and behavioral phenotypes.

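The available copy of Supplementary Table S6 is incomplete and names 20 genes under the axon guidance term. At P5 all 20 were lower in Chd8+/-, with log2 fold changes from -0.53 for Dcc to -0.13 for Cdk5r1 and a median of -0.22. The study drew this list from the genes it called lower in the same libraries, so the common direction is not independent evidence. The adjusted p of the 20 genes from edgeR lay between 0.0881 and 0.157. Dcc (ENSMUSG00000060534) had a standard error of 0.0808 and an adjusted p of 0.0881 from edgeR and 2.54e-05 from DESeq2.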

### *Chd8^+/−^* Mice as a Model for Human *CHD8* Haploinsufficiency Syndrome

*CHD8* is one of the highest confidence ASD-associated genes to emerge from recent exome sequencing studies (Neale et al. 2012; Talkowski et al. 2012; O’Roak et al. 2012a; Bernier et al. 2014; Iossifov et al. 2014). We therefore expected *Chd8*^*+/−*^ mice to present with robust, autism-associated behaviors. *Chd8*^*+/−*^ mice displayed delayed motor development and distinctive behavioral anomalies that featured a heightened interest in social cues, but surprisingly did not include repetitive and perseverative behaviors or communication deficits.

In agreement with other published studies (Katayama et al. 2016; Gompers et al. 2017; Platt et al. 2017) we did not observe repetitive behaviors in *Chd8*^*+/−*^ mice. While Katayama et al. reported increased persistence following directional reversal in the T-maze forced alteration test, suggestive of perseverative behaviors, we did not find such evidence in the Morris water maze test. This may be due to the higher complexity of decision making in the Morris water maze compared with the binary choice required by the T-maze. In addition, *Chd8*^*+/−*^ mice consistently did not show any evidence for perseverative behaviors in the marble burying test (Fig. 2*N*; Gompers et al. 2017; Platt et al. 2017), suggesting that any perseverative behaviors in *Chd8* mutants may be subtle or task-specific. *Chd8*^*+/−*^ mice show an apparent heightened interest in social cues, indicating that altering the *Chd8* gene dosage during development can impact socially motivated behaviors (Fig. 2*E*). An increased duration of contacts in the social investigation test was also seen in two other published behavioral analyses of *Chd8* heterozygous mouse models (Katayama et al. 2016; Platt et al. 2017). Katayama et al. additionally described a reduced duration of active social contacts in *Chd8* mutants, although all test groups showed evidence for high levels of anxiety, a known behavioral confound. Katayama et al. (2016) and Platt et al. (2017) further reported normal sociability but minor deficits in social novelty in the 3-chamber social approach task in *Chd8*^*+/−*^ mice.

Despite not observing typical ASD-like behaviors, we did detect a delay in early motor development in *Chd8*^*+/−*^ mice (Fig. 2*A*,*B*). There is a growing body of evidence suggesting that delayed motor milestones in toddlers predate and predict the emergence and severity of language deficits in later life (Bedford et al. 2016; Chinello et al. 2016). Of note, the only available longitudinal case reports in the literature also describe early motor delay in both patients with *CHD8* haploinsufficiency (Merner et al. 2016; Stolerman et al. 2016).

A key characteristic of autism is restricted behaviors or interests, which often manifest as hyper- or hyporeactivity to sensory input or unusual interest in sensory stimuli, for example, excessive smelling or touching of objects (Constantino and Charman 2016). One may speculate that the excessive smelling of social cues and the increased duration of social contacts observed in our *Chd8*^*+/−*^ mice may be indicative of behavioral abnormalities in these domains.

### Dysregulation of the Cortical Transcriptome in *Chd8* Heterozygous Mice

Gene expression analysis showed little evidence for transcriptional dysregulation at midembryonic stages, but revealed disruption of key developmental processes involved in establishing brain connectivity in the early postnatal neocortex. These data are in agreement with a recent study where Gompers and colleagues only found a handful of genes differentially expressed in bulk forebrain at E12.5 and E14.5, while detecting subtle, more widespread changes perinatally (E17.5: 89 DEGs, P0: 35 DEGs; FDR < 0.05) and more pronounced dysregulation at adult stages (295 DEGs; FDR < 0.05) (Gompers et al. 2017).

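The difference between the stages was tested as an interaction of genotype and stage over all 12 libraries with edgeR's quasi-likelihood test. No gene passed the threshold, while 1665 of 17146 genes had an unadjusted p under 0.05, where 857 would be expected by chance. DESeq2 called 8 genes for the same term. Without E12.5 Chd8+/+ replicate 1, E12.5 Chd8+/- replicate 2 or P5 Chd8+/- replicate 1, edgeR called 1 gene. Of the 622 genes called by DESeq2 at P5 that were also tested at E12.5, 320 (51.4%, 95% Wilson confidence interval 47.5 to 55.4) had a log2 fold change of the same sign at E12.5. The interval treats the genes as independent and is too narrow, since the other splits of the E12.5 libraries gave 38.8% to 58.2%. From its gene expression analysis, the paper states that there was little evidence of disturbed expression at the earlier stage and that processes which establish brain connectivity were disrupted after birth.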

Many of the transcripts that were dysregulated in the early postnatal period are themselves ASD-associated genes and were predominantly downregulated. Our gene expression studies therefore provided strong evidence that a variety of genes, pathways and developmental processes implicated in ASD might be dysregulated by *Chd8* haploinsufficiency.

An expanding number of ASD risk genes have roles in axon guidance, synapse development and plasticity (Bourgeron 2015). 

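Robo2 (ENSMUSG00000052516), which overlaps 3 other annotated genes, had a log2 fold change of -0.16 at P5 (standard error 0.0472, adjusted p = 0.149 from edgeR and 0.0272 from DESeq2). Epha5 (ENSMUSG00000029245), overlapping 1 other gene, changed by -0.19 (standard error 0.0484, adjusted p = 0.116 from edgeR and 0.00656 from DESeq2), and L1cam (ENSMUSG00000031391), overlapping 2, by -0.15 (standard error 0.0352, adjusted p = 0.116 and 0.00783). The log2 fold change of Cdh5 (ENSMUSG00000031871) was -0.22 (standard error 0.0624, adjusted p = 0.131 from edgeR and 0.0406 from DESeq2). Cdh8 (ENSMUSG00000036510), overlapping 4 other genes, changed by -0.26 (standard error 0.0666, adjusted p = 0.117 from edgeR and 0.00579 from DESeq2). For Robo1, Epha4, Cdh2 and Cdh11 the adjusted p from DESeq2 was 1.52e-05, 0.00527, 0.00136 and 0.0141. In each of these genes the 3 Chd8+/- libraries lay below the 3 Chd8+/+ libraries.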

We detected significant enrichment of genes in these functional categories in our downregulated gene set, including the major Slit protein receptors *Robo1* and *Robo2*, *EhpA4* and *5*, and cell adhesion molecules such as *L1CAM* and *Cdh2, 5, 8*, and *11* (Supplementary Tables S3 and S6). Similarly, Gompers et al. found enrichment for axon growth and guidance factors amongst downregulated genes in their M3 module (Gompers et al. 2017). Moreover, Sugathan et al. showed enrichment for genes associated with the GO terms “cell adhesion,” “axon guidance,” and “neuron differentiation” amongst downregulated genes in *CHD8*- deficient human iPSC-derived neural progenitors. This suggests that these important developmental gene sets are regulated by CHD8 in both mouse and human cells (Sugathan et al. 2014).

In sum, our data identify early postnatal development as a key stage at which transcriptional changes caused by *Chd8* heterozygosity may precipitate ASD-related phenotypes. They further indicate that *Chd8* heterozygosity defines a transcriptional program characterized by diminished expression of key neurodevelopmental regulators that are predicted to affect cellular functions essential for the appropriate wiring of the brain.

### Increased Functional Connectivity in Sensory Networks

Significantly, functional connectivity was altered in the adult brain of *Chd8*^*+/−*^ mice. Our rsfMRI analysis found evidence for over-connectivity between sensory regions in the neocortex and limbic cortical regions. Most notably, the auditory cortex showed a global increase in functional connectivity that involved connections to other cortical areas and reciprocal strengthening of connectivity to the ventral hippocampus. It seems likely that altered connectivity is the consequence of some of the disrupted brain wiring pathways uncovered by our RNA-seq experiments. Encouragingly, the expression of several axon guidance and cell adhesion genes, which are dysregulated at P5, is enriched in hippocampus and auditory cortex (Supplementary Table S11); nevertheless, this hypothesis will require further in-depth scrutiny. More importantly, it will be critical to investigate whether these connectivity changes are pertinent to any of the behavioral anomalies in *Chd8* heterozygous mice or the ASD phenotype in patients with *CHD8* haploinsufficiency. The over-connectivity in networks involving the auditory cortex and the hippocampus is intriguing. Auditory processing deficits in ASD are well documented and range from a lack of lateralization to a general delay in network maturation (Bruneau et al. 1992; Edgar et al. 2015), although the functional behavioral consequences of these deficits are not clear. Furthermore, over-responsivity to sensory stimuli is frequently observed in ASD patients, can affect all sensory modalities and appears to be positively correlated with the severity of autistic traits (reviewed in Tavassoli et al. 2014; Sinclair et al. 2017). Although a definitive causal relationship is difficult to establish, it has been hypothesized that sensory over-responsivity may trigger compensatory and avoidance behaviors that promote the emergence of core behavioral autism traits (Marco et al. 2011). In support, tactile hypersensitivity during critical developmental periods has been shown to underlie anxiety and social deficits in a number of genetic ASD mouse models (Orefice et al. 2016). Whether this would be equally the case for other sensory modalities and a general mechanistic feature in the behavioral aetiology of ASD remains an open question.

## Supplementary Material

Supplementary Data Click here for additional data file.

# Supplementary material for: Altered Neocortical Gene Expression, Brain Overgrowth and Functional Over-Connectivity in Chd8 Haploinsufficient Mice
**Source:** Cereb Cortex. 2018 Apr 13;28(6):2192–206. doi: 10.1093/cercor/bhy058
**Supplement:** Supplementary Data

**Supplementary Tables:**

Supplementary Table 1: Absolute and relative volumetric differences in specific brain regions between *Chd8^+/-^* and *Chd8^+/+^* mice as determined by MRI.

Supplementary Table 2: Differentially expressed genes in E12.5 *Chd8^+/-^* neocortices compared to wildtype controls.

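Supplementary Table 2 gives, for each gene, DESeq2's mean normalized count, log2 fold change, standard error and adjusted p at E12.5. The version of DESeq2 that the paper names applied a prior by default that draws log2 fold changes toward 0. With that prior switched on in a later version, the log2 fold changes of the 5 genes from the deposited counts were within 2.98e-04 of the listed ones. Without the prior they were -0.51 for Chd8, 0.58 for Zcwpw1, 0.36 for Tmem209, -0.25 for Sfxn1 and -0.55 for Vwf.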

Supplementary Table 3: Differentially expressed genes in P5 *Chd8^+/-^* neocortices compared to wildtype controls.

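Supplementary Table 3 has the same layout for P5. Of its 649 genes, 647 were also called by DESeq2 on the deposited counts, and with the prior on, the log2 fold changes were within 4.33e-05 of the listed ones. By edgeR all 649 had the sign listed and an unadjusted p under 0.05.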

Supplementary Table 4: SFARI ASD genes overlapping with P5 differentially expressed genes.

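Supplementary Table 4 sets the genes of Supplementary Table 3 against the SFARI gene list, in which a lower category number stands for stronger evidence and S for syndromic genes. The list holds 644 different symbols, of which 61 are in categories 1 and 2. Matching by symbol, and by the mouse names that the table itself gives, placed 60 of the 61 among the counted genes, Chd8 included.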

Supplementary Table 5: Up-regulated Gene Ontology: Biological Processes

Supplementary Table 6: Down-regulated Gene Ontology: Biological Processes

Supplementary Table 7: Up-regulated Gene Ontology: Molecular Function

Supplementary Table 8: Down-regulated Gene Ontology: Molecular Function

Supplementary Table 9 Up-regulated Gene Ontology: Pathways

Supplementary Table 10: Down-regulated Gene Ontology: Pathways

Supplementary Table 11: Gene expression enrichment analysis and Gene Ontology analysis in hippocampal CA2 and auditory areas.

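Supplementary Table 11 ranks genes by how strongly their in situ hybridization signal in the Allen Mouse Brain Atlas is enriched in the hippocampal CA2 field and in auditory areas of the adult brain. Its overlap sheet lists the genes of this ranking that are also in Supplementary Table 3, in a column of 16 genes and a column of 31. In the P5 neocortex their median log2 fold change was -0.16, with a range from -0.49 to 0.30.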

# Supplementary material for: Altered Neocortical Gene Expression, Brain Overgrowth and Functional Over-Connectivity in Chd8 Haploinsufficient Mice
**Source:** Cereb Cortex. 2018 Apr 13;28(6):2192–206. doi: 10.1093/cercor/bhy058
**Supplement:** Supplementary Data

**Supplementary Figure 1. Construction and validation of the *Chd8* conditional and null alleles.**

A) Diagrammatic representations of the wildtype (wt) *Chd8* locus (*Chd8^wt^*), targeting construct, targeted (neo), conditional (flox) and null alleles. Approximate genomic distances are indicated in kilobases (kb), exons are denoted by boxes labelled Ex1 to 13, and Southern blot probes (P1,P2) and PCR primers (#1- #4) are indicated. The 5’ long homology arm is shown in red and the 3’ short homology arm in green. The neomycin resistance cassette (neo) is shown as a blue box, the floxed exon 3 by a black box, loxP sites by red triangles and frt sites by tan semi-ovals. BclI restriction enzyme sites are labelled.

B) Southern blot of genomic DNA digested with BclI from embryonic stem (ES) cell clones (123, 124 etc.) and wildtype C57BL/6J (B6) cells, hybridised with P1 are shown, with molecular weight markers in the left hand lane. The wildtype allele (WT) gives a 24kb band, whilst the targeted allele gives a band of approximately 10.4kb. Southern blot of genomic DNA digested with BclI from embryonic stem (ES) cell clones as indicated and wildtype B6 cells, hybridised with P2 are shown, with molecular weight markers in the left hand lane. The wildtype allele (WT) gives a 24kb band, whilst the targeted allele gives a band of approximately 15.3kb.

C) PCR genotyping of genomic DNA extracted from mouse pups from a cross between a heterozygous general deleter *βactin-Cre* transgenic mouse and a *Chd8^flox/flox^* mouse. Results from PCR reactions to detect the Cre transgene, distinguish the *Chd8^flox^* and wildtype alleles from each other, and amplify the null allele are shown. Note the loss of the flox allele, with the gain of the null allele in the Cre^+^ pup (lane 4).

D) Quantitative RT-PCR for *Chd8* on mRNA extracted from *Chd8* heterozygous mouse neocortices at E12.5 and P5 and littermate controls using primers spanning the exon3-4 boundary. *Chd8* expression levels in heterozygous mice are significantly reduced to 36% of wildtype controls at E12.5 (**p=0.0059, t=5.346, df=4, student’s t-test, n=3 per genotype) and 48% at P5 (*p=0.0105, t=4.538, df=4, student’s t-test, n=3 per genotype).

E) Western blot on lysates from *Chd8* heterozygous E12.5 neocortices and littermate controls. Upper panel: The band for full-length CHD8 (arrow, ~290kDa) was quantified in F. Note the absence of detectable levels of truncated protein products for CHD8. Lower panel: Western blot for the loading control GAPDH.

F) Quantification of CHD8 protein levels normalised to GAPDH as shown in E. CHD8 protein levels in heterozygous mice is 49% compared to wildtype littermates (p=0.156, student’s t-test, n=3 per genotype).

G) Quantitative RT-PCR for *Chd8* on mRNA extracted from *Chd8* heterozygous mouse neocortices at E12.5 and littermate controls using primers spanning the exon1-2 boundary (p=0.116, student’s t-test, n=3 per genotype). Samples are the same as in D.

**Supplementary Figure 2: Functional Enrichment Analysis of differentially expressed genes (DEGs) in *Chd8^+/-^* P5 neocortices.**

A) Results of gene set enrichment analysis using the DAVID knowledgebase on the P5 DEG set (FDR < 0.05). The five most significantly enriched KEGG pathways are shown for up-regulated DEGs (top left panel) and downregulated DEGs (top right panel), respectively. The five most significant Gene Ontology terms in the Molecular Function category are shown for up-regulated DEGs (bottom left panel) and downregulated DEGs (bottom right panel).

B) DEGs (FDR < 0.05) were subjected to enrichment analysis using the “ENCODE and ChEA Consensus TFs from ChIP-X” database on Enrichr, to identify putative upstream regulatory transcription factors. The four most overrepresented transcription factors are shown for up-regulated (left) and down-regulated (right) DEGs, respectively.

**Supplementary Figure 3: Linear regression analysis of regional brain volumes and activity levels in adult male mice.**

Activity levels in the open field test were plotted against hippocampal volume (A), cortical volume (B) and brain volume (C) in individual male mice (*Chd8^+/+^*, n=12; *Chd8^+/-^*, n=11). Linear regression analysis: R^2^=0.264, p=0.012 (hippocampus), R^2^=0.193, p=0.036 (cortex), R^2^=0.129, p=0.092 (brain).

**Supplementary Figure 4: Gene expression enrichment analysis in hippocampus (CA2) and auditory areas.**

(A) Intersection of genes with high relative expression in the CA2 region and auditory areas. High relative expression was defined as being in the top 20% of genes in a given area.

(B) Genes colour coded by their summed relative expression (L1 distance) in CA2 and auditory areas.

**Supplementary Figure 5: Anaesthesia sensitivity in *Chd8^+/-^* mice and wildtype littermate controls.**

(A) Continuous monitoring of arterial blood pressure in *Chd8^+/-^* mice and *Chd8^+/+^* littermate controls. Blood pressure does not differ significantly between groups (p=0.79, t=0.274, df=40; student’s t-test).

(B) Mean BOLD amplitude in motor cortex of *Chd8^+/-^* mice and *Chd8^+/+^* littermate controls. Mean BOLD amplitude does not differ significantly between groups (p=0.56, t=0.535, df=40; student’s t-test).

How the deposited data were processed for this re-analysis (not part of the article)

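RNA was isolated from microdissected neocortices of Chd8+/+ and Chd8+/- mice at E12.5 and P5, with 3 libraries per genotype and stage, 12 libraries in all. The authors made the deposited values by trimming adaptors, aligning paired-end reads to GRCm38 with Tophat and counting them with FeatureCounts on genes of an Ensembl annotation. The deposited unit is the raw count of each gene in each sequencing run of each library, without normalization, filter or pooling. The gene lengths deposited with the counts are the summed lengths of the merged exons of each gene. Strand was not used in the counting command recorded with the P5 counts, and that of the E12.5 counts is not recorded, so that the counts of genes overlapping on opposite strands are limited. Gene symbols were found for 46005 of the gene identifiers.

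Each library's 2 runs were summed. Each genotype was compared within its stage with edgeR 4.0.16 under R 4.3.3, using TMM normalization, the default filterByExpr filter, the quasi-likelihood test and Benjamini-Hochberg adjustment with a threshold of 0.05. Normalized counts are CPM with the TMM library sizes, and the standard error of a log2 fold change comes from the same model. This test, the alternatives to it and the genes to be named were set before the data were examined. The alternatives were DESeq2 1.42.0 with and without its prior on fold changes, limma-voom from limma 3.58.1, other scalings, other filters on low counts, a threshold of 0.1, offsets for gene length or GC content, genes on X and Y left out, all 12 libraries in 1 model, the replicate number as a block, and each library left out in turn. Offsets were loess trends with a span of 0.5. Added after the data were seen were edgeR's robust moderation, its likelihood ratio test, a term for the library with high Xist counts, deciles of genomic span, all settings combined with DESeq2, and the alternatives for single named genes and for marker lists.

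The named genes are those the paper names in its text, Fig. 4D or Table S2, the genes of Table S11 and of Polycomb repressor complex 2, and at each stage the 5 rising and 5 falling genes with the smallest p whose genotypes do not overlap. Because edgeR called Chd8 alone, the last were taken from the DESeq2 calls. Overlap with SFARI genes was tested with two-sided Fisher's exact tests among genes that passed DESeq2's filter, and with Mantel-Haenszel tests over 10 strata. Gene families were tested with camera at a preset correlation of 0.01, with fry and with an estimated correlation (all from limma), adjusted over 5 sets, or over 22 combinations of list and stage for cell types. In the section on sensitivity, a set or list passes at an unadjusted p under 0.05. For cell types, 11 lists of marker genes were written before the data were examined, for striatal medium spiny neurons, choroid plexus, endothelium, microglia, erythrocytes, meninges, GABAergic interneurons, cortical excitatory neurons, astrocytes, oligodendrocyte precursors and progenitors, and each was tested at both stages.

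The depth of each library is between 38774591 and 54695236 counts. The whole procedure was tested on simulated data, in 10 sets of counts with 200 changed genes each. edgeR recovered 7.6% of log2 fold changes of 0.2, 38.2% of 0.3, 74.4% of 0.5 and 95.6% of 1, and DESeq2 16.4%, 46.2%, 78.0% and 95.6%. Among the genes called, 9.86% by edgeR and 16.0% by DESeq2 were not changed. The mean number of genes called by edgeR was 119.7 in these sets, against 1 in the real P5 libraries, so the recovered shares need not hold for the real data. A length trend put into simulated counts, with a correlation of -0.556, was 0.0073 after the offsets for gene length. Confidence intervals of shares are Wilson intervals at 95%. They treat genes as independent, so they do not measure the spread between libraries.

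Every combination of the 6 libraries of a stage into groups of 3 was fitted in the same way, 10 per stage. For the interaction of genotype and stage, 100 combinations were drawn. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Gene ontology terms beyond the lists named here, transcription factor targets and the enrichment of in situ hybridization signal were left out, because the gene lists or images they need are not among the available data.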

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

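The tests of GC content, of the share of lower genes with offsets for gene length, of how alike the genes of a marker list fell, of Vwf, and of gene length and left-out libraries for the marker lists were chosen after the results were seen. For the others, what each explanation would show was written down before the value of its test was seen. With 3 libraries per genotype there are 10 splits of the 6 libraries of a stage into equal groups, so the real split can never be rarer than 1 in 10.

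At P5, longer genes were lower in Chd8+/-, a trend that the paper does not report. Across the genes tested, which are not independent replicates, Spearman's rho of the log2 fold change with gene length was -0.237, and with each Chd8+/- library set against the mean of the Chd8+/+ libraries it was -0.271, -0.124 and -0.201. The median log2 fold change ran from 0.059 in the decile of shortest genes to -0.057 in that of longest genes. At E12.5 rho was 0.010, and 9 of the 10 splits of the E12.5 libraries gave a rho as far from 0. GC content of the genes as the cause is argued against by a rho of -0.205 after offsets for GC content. The cadherins and protocadherins alone, and the genes called by DESeq2 alone, are argued against by a rho of -0.234 and -0.210 without them. Among the 10 splits of the P5 libraries, 1, the real one, gave a rho as large, but others reached -0.232, so whether the trend comes with the genotype or with a difference between libraries that falls together with it cannot be told apart at this number of libraries. The difference in rho between the stages was as large in 35 of 200 combinations of splits, so a difference between the stages is not shown. With offsets for gene length, 51.5% of the genes called by DESeq2 at P5 were lower, so the trend with gene length may account for the excess of lower genes. A biological effect of Chd8 on long genes, and a difference in RNA quality or library preparation, both stay open and were not tested.

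At P5 all 10 choroid plexus marker genes were lower in Chd8+/-, with a median log2 fold change of -0.60 (adjusted p = 2.12e-07 from camera, 0.106 from fry and 0.605 with an estimated correlation). All 10 were expressed enough to be tested, and 5 of them are in the paper's list of P5 genes. The most abundant, Ttr, was at 455 CPM in Chd8+/+ and 330 in Chd8+/-, and in 8 of the 10 genes all Chd8+/- libraries were below all Chd8+/+ libraries. The real split was the 1 of 10 with a median as large. Gene length as the whole cause is argued against by an unadjusted camera p of 1.0e-09 with the length offsets. The genes did not fall alike, from -0.073 (standard error 0.130) for Sostdc1 and -0.24 (0.0512) for Enpp2 to -1.41 (0.186) for Folr1, and 4 of 10 lay more than 2 standard errors from the median of the others. Less choroid plexus in the Chd8+/- dissections would lower genes made there alone by about the same amount. How much of each gene's counts comes from other tissue is not known here, so this explanation stays open. A change of these genes within choroid plexus, or of choroid plexus itself in the mutants, was not tested and stays open.

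At E12.5 the same 10 genes went the other way, with a median of 0.29 and 2 lower in Chd8+/- (adjusted p = 0.0135 from camera, 0.569 from fry and 0.723 with an estimated correlation). Ttr was at 54.7 CPM in Chd8+/+ and 70.0 in Chd8+/- libraries. In the exact permutation over the 10 splits of the E12.5 libraries, 3 gave a median as large. Without E12.5 Chd8+/+ replicate 3 the median was 0.095, and without E12.5 Chd8+/- replicate 2 it was 0.17 and did not pass. The list therefore gives no firm sign at this stage, and the difference between the stages was not tested for it. No biological explanation was tested.

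All 16 striatal medium spiny neuron marker genes were tested at P5 and all were lower in Chd8+/-, with a median of -0.31 (adjusted p = 6.25e-08 from camera, 0.244 from fry and 0.723 with an estimated correlation). The most abundant, Pde10a, which overlaps 3 other annotated genes, was at 176 CPM in Chd8+/+ and 125 in Chd8+/- libraries, and 9 of the 16 are in the paper's list of P5 genes. In 13 of them all Chd8+/- libraries were below all Chd8+/+ libraries. Without P5 Chd8+/- replicate 1 the median was -0.21. The real split alone, 1 of 10, gave a median as large, and gene length as the whole cause is argued against by an unadjusted camera p of 1.81e-10 with the length offsets. The falls ran from -0.067 (standard error 0.0468) for Syndig1l to -0.75 (0.137) for Ebf1, and 4 of 16 genes lay more than 2 standard errors from the median of the others. Adora2a (-0.30) and Ppp1r1b (-0.26), which are SFARI genes in the paper's list, lay within it. Less striatal tissue in the Chd8+/- dissections is neither excluded nor supported by these values, because the counts that other tissue adds to each gene are not known. Lower expression of these genes within neurons of the neocortex was not tested and stays open.

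Endothelial marker genes were lower at both stages. At P5 the median over 10 genes was -0.21 with 9 lower (adjusted p = 3.48e-04 from camera, 0.277 from fry and 0.723 with an estimated correlation), 5 are in the paper's list of P5 genes, and the most abundant, Slco1c1, was at 79.6 CPM in Chd8+/+ and 64.0 in Chd8+/- libraries. Cldn5 was the exception at 0.023. At P5 the real split was the 1 of 10 with a median as large, but the split of Chd8+/- replicates 1 and 3 with Chd8+/+ replicate 3 all but equalled it (-0.2052 against -0.2054), so the list does not set the genotypes apart from that split. Gene length as the whole cause is argued against by an unadjusted camera p of 1.46e-05 with the length offsets. At E12.5, 9 of the 10 genes were tested and 8 were lower, with a median of -0.14 (adjusted p = 2.13e-04 from camera, 0.0877 from fry and 0.268 with an estimated correlation), 1 of the 10 splits as large, and Kdr at 78.8 CPM in Chd8+/+ and 68.1 in Chd8+/- libraries. At E12.5, 2 of 9 genes, Vwf and Pecam1 (-0.024), lay more than 2 standard errors from the median of the others. Fewer endothelial cells in the Chd8+/- samples stay open for the list, since what other cells add to each gene is not known. An equal fall of all genes does not account for Vwf at E12.5, since the other endothelial genes had a median of -0.13 against -0.55 for Vwf. Whether there were fewer vessels in the mutant neocortex or less of them in the dissections was not tested. No list at either stage passes fry or the estimated correlation after adjustment over the 22 combinations of list and stage, so the marker lists rest on camera's preset correlation. With 3 libraries in each group an exact permutation cannot go below 0.1 for any of them.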

How the results depend on the processing

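The alternatives that combine DESeq2 with another setting, edgeR's robust moderation and likelihood ratio test, the term for the library with high Xist counts, deciles of genomic span, and the alternatives for single genes, marker lists and the median of SFARI genes were chosen after the data were seen. Over 89 results, 1672 of 2034 values under an alternative kept their direction and side of the threshold or moved by less than the spread of replicates, 54 no longer passed, 172 newly passed, 95 moved further and 41 reversed. Among these, the 45 single genes gave 987 values, of which 164 newly passed and 6 reversed. Unless a value below shows it, the cause was not tested. Chd8 at P5 stayed between -0.63 and -0.52 on the log2 scale and passed the threshold under all alternatives and with each library left out. The number of PRC2 genes called was 0 under the 17 alternatives counted for them and with each library left out of the edgeR test, which is all but fixed where few genes were called. By edgeR, 3 had an unadjusted p under 0.05. The cadherin and protocadherin genes were lower and passed at an unadjusted p under 0.05 in each setting, but with an estimated correlation not after adjustment over 5 sets (adjusted p = 0.0963). Overlaps and shares have no value where no gene other than Chd8 was called.

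The number of genes called at E12.5 was 1 with edgeR's quasi-likelihood test, 5 with DESeq2 with or without its prior, 13 with genes of at least 1 count, 4 with the likelihood ratio test, 2 with all 12 libraries in 1 model and 0 with the Xist term, where 932 genes had passed at an unadjusted p under 0.05 without it. It ranged from 0 to 2 across the fits that each left out 1 library, being 0 without Chd8+/+ replicate 3, Chd8+/- replicate 1 or Chd8+/- replicate 3 and 2 without Chd8+/+ replicate 1 or Chd8+/- replicate 2. Chd8 itself no longer passed with the Xist term, at -0.51 (adjusted p = 0.0527), and ranged from -0.52 to -0.50 with a library left out, not passing without Chd8+/+ replicate 3 (-0.50), Chd8+/- replicate 1 (-0.50) or Chd8+/- replicate 3 (-0.50). The adjusted p of Chd8 over the left-out libraries ran from 0.00502 to 0.141. DESeq2's number at E12.5 was 11 at a threshold of 0.1, 3 without independent filtering and 24 with all 12 libraries in 1 model, and from 3 (without Chd8+/- replicate 3) to 18 (without Chd8+/+ replicate 2) with a library left out, with 13 without Chd8+/- replicate 1 and 12 without Chd8+/- replicate 2.

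At P5 edgeR called 1 gene, against 653 and 652 with DESeq2 without and with its prior, 136 at a threshold of 0.1, 995 with genes of at least 1 count, 22 with robust moderation, 179 with the likelihood ratio test and 4 with all 12 libraries in 1 model. Across left-out libraries the number ran from 1 to 327, the latter without Chd8+/- replicate 2, and was 2 without Chd8+/- replicate 1 and 5 without Chd8+/- replicate 3, of which 50.0% to 100% were lower. DESeq2's number was 1069 at a threshold of 0.1, 363 with length offsets, 376 without independent filtering and 343 with all 12 libraries in 1 model. It ran from 48 (without Chd8+/+ replicate 1) to 891 (without Chd8+/- replicate 2) with a library left out, and was 122 without Chd8+/+ replicate 2, 140 without Chd8+/- replicate 1 and 314 without Chd8+/- replicate 3. Of the 891, 534 were among the 653. The share of DESeq2's genes that were lower, 67.5%, was 60.8% at a threshold of 0.1, 63.5% with library size only, 51.5% with length offsets, 72.6% without independent filtering and 86.9% with all 12 libraries in 1 model, and from 59.3% (without Chd8+/- replicate 2) to 85.0% (without Chd8+/- replicate 1) with a library left out.

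The SFARI odds ratio, 2.35, was 1.54 (Fisher's exact p = 0.0594) with DESeq2 and length offsets and 0 with all 12 libraries in 1 edgeR model, where 4 genes were called. It was higher, at 5.22, against a background of all genes with at least 1 count and, at 6.43, with DESeq2 without independent filtering. With a library left out it stayed between 2.06 and 3.50. For categories 1 and 2 it was 3.40. It was 0 at a threshold of 0.1 by edgeR, with robust moderation and with all 12 libraries in 1 edgeR model. Of the 135, 21 and 3 genes called there other than Chd8, 0 were in the list, and so few calls cannot show a fall. The odds ratio was 0.566 with DESeq2 and length offsets, where 1 of 362 genes called was in the list. Against a background of all genes with at least 1 count it was 8.55. It no longer passed with the likelihood ratio test (1.79), DESeq2 with library size only (2.39), DESeq2 with all 12 libraries in 1 model (2.21), or within deciles of gene length (2.09), mean expression (2.17) or genomic span (2.22). With a library left out it ran from 2.01 (without Chd8+/- replicate 3) to 5.30 (without Chd8+/- replicate 1), passing in neither the first nor without Chd8+/+ replicate 1 (4.68). The share of SFARI genes called that were lower, 94.5%, was 100% at a threshold of 0.1 by edgeR, with robust moderation, with the likelihood ratio test, and with DESeq2 without independent filtering or with all 12 libraries in 1 model, and 81.8% with DESeq2 and length offsets, and it ran from 91.9% to 100% with a library left out. The median log2 fold change of SFARI genes at P5 was -0.048 and -0.012 with length offsets, and did not pass with an estimated correlation.

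Of the genes in the CA2 and auditory list, edgeR called 0, with 37 at an unadjusted p under 0.05, DESeq2 37 with or without its prior, edgeR 8 at a threshold of 0.1, 34 with genes of at least 1 count, 1 with robust moderation and 8 with the likelihood ratio test. With a library left out the number ran from 0 to 14, the latter without Chd8+/- replicate 2. The median of the ribosomal protein genes, 0.077, did not pass with length offsets (0.037), under fry or with an estimated correlation. It ran from 0.0070 (without Chd8+/- replicate 1, where it did not pass) to 0.14 (without Chd8+/- replicate 2) with a library left out. That of the oxidative phosphorylation genes, 0.081, did not pass under fry or an estimated correlation, and was 0.045 without Chd8+/- replicate 1. The median log2 fold change of axon guidance gene families at P5, -0.058, was -0.0097 with length offsets, where it still passed, and did not pass with an estimated correlation. It ran from -0.081 to -0.038 with a library left out, the latter without Chd8+/+ replicate 3. The correlation with gene length at P5, -0.237, was -0.372 with DESeq2, -0.382 with its prior, -0.114 with genes of at least 1 count and 0.011 with length offsets, which remove the trend by construction. The interaction gave 0 genes, with 1665 at an unadjusted p under 0.05, 8 with DESeq2 and 9 with the likelihood ratio test, and from 0 to 1 with a library left out, being 1 without E12.5 Chd8+/+ replicate 1, E12.5 Chd8+/- replicate 2 or P5 Chd8+/- replicate 1. The share of P5 genes with the same sign at E12.5, 51.4%, was 61.1% at a threshold of 0.1 by edgeR, 66.7% with robust moderation and with all 12 libraries in 1 model, 59.5% with the likelihood ratio test and 59.5% with DESeq2 and GC offsets, and ran from 44.7% (without P5 Chd8+/+ replicate 3) to 65.0% (without P5 Chd8+/+ replicate 2) with a library left out.

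The marker lists that passed at an unadjusted p under 0.05 with camera's preset correlation did not all pass with other tests of the same medians. With an estimated correlation, the P5 striatal (-0.31) and choroid plexus lists (-0.60) did not pass. Neither under fry nor with an estimated correlation did the P5 endothelial (-0.21), meninges (0.15), interneuron (-0.062) and progenitor (-0.15) lists or the E12.5 choroid plexus list (0.29) pass. The P5 meninges list also did not pass with length offsets (0.16), GC offsets (0.15), genes on X and Y left out (0.15) or all 12 libraries in 1 model (0.13), nor did the P5 interneuron list in the last (-0.078). The P5 erythrocyte list passed with length offsets (-0.20), and the E12.5 striatal and interneuron lists with DESeq2 (0.072 and -0.023) and its prior (0.011 and -0.016). Directions reversed with length offsets for the P5 microglia (-0.020) and astrocyte lists (0.0043), with GC offsets for the E12.5 excitatory list (0.0015), with genes of at least 1 count for the E12.5 astrocyte list (-0.0016), and with limma-voom (-0.00054) and DESeq2's prior (-0.015) for the E12.5 oligodendrocyte precursor list. Cldn5 at P5, 0.023, was -0.024 with length offsets and -0.034 with GC offsets.

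With a library left out, the P5 microglia list ran from -0.11 (without Chd8+/+ replicate 3) to 0.11 (without Chd8+/+ replicate 2), and was also below 0 without Chd8+/- replicate 2 (-0.087), Chd8+/- replicate 3 (-0.061) and Chd8+/+ replicate 1 (-0.0017). The P5 erythrocyte list ran from -0.18 (without Chd8+/- replicate 3, where it passed) to -0.094. The P5 meninges list ran from 0.072 (without Chd8+/- replicate 3) to 0.25 (without Chd8+/- replicate 2) and did not pass in the first, nor without Chd8+/- replicate 1 (0.13), Chd8+/+ replicate 2 (0.099) or Chd8+/+ replicate 3 (0.17). The interneuron list ran from -0.088 to -0.039 (without Chd8+/- replicate 1), not passing in the latter nor without Chd8+/+ replicate 2 (-0.071) or 3 (-0.044). The excitatory list ran from -0.071 (without Chd8+/- replicate 1) to 0.029 (without Chd8+/- replicate 3) and was 0.021 without Chd8+/+ replicate 3 and -0.047 without Chd8+/+ replicate 1. The astrocyte list ran from -0.069 (without Chd8+/- replicate 3) to 0.030 (without Chd8+/- replicate 1), and the oligodendrocyte precursor list from -0.039 (without Chd8+/- replicate 2) to 0.011 (without Chd8+/- replicate 1). The progenitor list ran from -0.23 (without Chd8+/- replicate 2) to -0.085 (without Chd8+/- replicate 1), not passing in the latter nor without Chd8+/- replicate 3 (-0.14), Chd8+/+ replicate 1 (-0.12) or Chd8+/+ replicate 2 (-0.12). The striatal list was -0.21 without Chd8+/- replicate 1. Cldn5 ran from -0.024 (without Chd8+/+ replicate 3) to 0.068 (without Chd8+/+ replicate 2) and was -0.0044 without Chd8+/- replicate 1.

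At E12.5, with a library left out, the striatal list ran from 0.020 (without Chd8+/+ replicate 3) to 0.17 (without Chd8+/+ replicate 2, where it passed). The choroid plexus list ran from 0.095 (without Chd8+/+ replicate 3) to 0.39 and did not pass without Chd8+/- replicate 2 (0.17). The microglia list ran from -0.11 (without Chd8+/- replicate 2) to 0.039 (without Chd8+/+ replicate 2) and was 0.0099 without Chd8+/- replicate 1. The meninges list ran from -0.12 (without Chd8+/- replicate 2) to 0.25 (without Chd8+/- replicate 1), and the interneuron list from -0.082 (without Chd8+/- replicate 1) to 0.052 (without Chd8+/- replicate 2). The excitatory list ran from -0.094 (without Chd8+/- replicate 1) to 0.081 (without Chd8+/- replicate 2, where it passed), and the oligodendrocyte precursor list from -0.13 (without Chd8+/- replicate 2, where it passed) to 0.14 (without Chd8+/- replicate 1), with -0.046 without Chd8+/+ replicate 2. The progenitor list ran from -0.0078 (without Chd8+/+ replicate 2) to 0.050 (without Chd8+/+ replicate 3), and the erythrocyte list was 0.072 without Chd8+/+ replicate 2 and 0.077 without Chd8+/- replicate 3. Pecam1 ran from -0.072 to 0.0047, the latter without Chd8+/- replicate 1. Chd8+/- replicate 2 therefore sets the direction of several of these lists.

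The replicate numbers were also fitted as a replicate block, although they do not pair the libraries. Libraries of the same number had residual correlations of -0.227, -0.102 and -0.0914 at E12.5, with 0 of 3 over 0.1, and of 0.227, 0.111 and 0.0434 at P5, with 2 of 3. With the block edgeR called 0 genes at E12.5, where Chd8 had -0.51 (adjusted p = 0.346), and 4 at P5, and with block and length offsets together 0, where Chd8 had -0.50 (adjusted p = 0.296), and 6. The SFARI odds ratio and that of categories 1 and 2 were 0 in both, which so few called genes all but fix. With DESeq2 and the block that of categories 1 and 2 was 1.86. The share with the same sign at E12.5 was 0 with the block, 20.0% with block and length offsets and 45.0% with DESeq2 and the block. DESeq2 with the block called 2 genes at E12.5 and 81 at P5, 88.9% of them lower and with 100% of SFARI genes lower. With block and length offsets the correlation with length was 0.010, the ribosomal median 0.035, which did not pass, that of the axon guidance families -0.0096, that of SFARI genes -0.011, the P5 erythrocyte list -0.20, the microglia list -0.025, the astrocyte list 0.00082, Cldn5 -0.023 and the E12.5 oligodendrocyte precursor list -0.0025, the last being -0.0020 with the block alone. Because the numbers do not pair the libraries, a call lost under the block is not a weaker effect.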

Differences from the paper's values

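The alternatives that combine DESeq2 with another setting, edgeR's robust moderation and its likelihood ratio test were chosen after the values were seen. The other settings were set before the data were examined. Their use on single genes other than Chd8 was chosen after the data were seen.

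The paper reports 5 differentially expressed genes at E12.5 and edgeR's quasi-likelihood test called 1. DESeq2's Wald test, with and without its prior on fold changes, called 5, the same 5 genes as the paper. No other alternative set before the data were examined came within 1.5 times the paper's number. The likelihood ratio test of edgeR, chosen after seeing the values, called 4, and DESeq2, again combined after seeing the values with TMM factors, with library size only or with genes on X and Y left out, called 5. It called 6 with either of the stricter filters and 4 with the length or GC offsets. Of the genes the paper lists and edgeR did not call, Zcwpw1 and Tmem209 passed with genes of at least 1 count in total (adjusted p = 0.0159 and 0.00880) and under the likelihood ratio test, chosen after seeing the values (0.00174 and 1.4e-04). Vwf also passed with genes of at least 1 count (0.0180), and Sfxn1 with all 12 libraries in 1 model (0.0128).

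The paper reports 649 genes at P5 and edgeR called 1. DESeq2 called 653 without and 652 with its prior, of which 647 are in the paper's list. The other alternatives set before the data were examined did not come within 1.5 times the paper's number, the nearest being edgeR on genes with at least 1 count in total, with 995. The number of P5 genes with FDR under 0.05 by DESeq2, combined after seeing the values with TMM factors, library size only, the filterByExpr filter, at least 10 counts in every library, GC offsets or genes on X and Y left out, was 640, 589, 667, 665, 517 and 625. By edgeR, the 649 genes of the paper had a median adjusted p of 0.116, and 124 of them passed at 0.1. Robo1, which the paper names and edgeR did not call, passed with genes of at least 1 count in total (3.66e-05) and without P5 Chd8+/- replicate 2 (0.0208), and, under settings chosen after seeing the values, with robust moderation (0.0272) and the likelihood ratio test (0.00441). Cdh2 passed with genes of at least 1 count in total (0.00588) and without P5 Chd8+/- replicate 2 (0.0416). Robo2, Epha4, Epha5, L1cam, Cdh5, Cdh8, Cdh11, Fat3, Nrcam and Arid1b passed with genes of at least 1 count in total, and these genes and Cdk5r1 passed under DESeq2 with and without its prior.

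The log2 fold changes of the paper's Tables S2 and S3 are nearer 0 than those of edgeR for the genes below, by more than the larger of the standard error that the paper lists and the replicate SD. At E12.5 the paper's values are -0.44 for Chd8, 0.34 for Zcwpw1, 0.30 for Tmem209 and -0.29 for Vwf, against -0.51, 0.57, 0.36 and -0.55 here. At P5 the paper's values are -0.57 for Chd8, 0.33 for Csf2ra, 0.43 for Dnajc4, 0.36 for Stag3, -0.46 for Clic6, -0.39 for Dcc, -0.26 for Ttr and -0.29 for Pde10a, against -0.61, 0.38, 0.64, 0.47, -0.82, -0.53, -0.46 and -0.50 here. DESeq2's Wald test with its prior on, which draws log2 fold changes toward 0, gave -0.44, 0.34, 0.30 and -0.29 at E12.5 and -0.57, 0.33, 0.43, 0.36, -0.46, -0.39, -0.26 and -0.29 at P5 in the same order, and closed all of these gaps. The prior was the default of the version of DESeq2 that the paper names. Among the other alternatives set before the data were examined, the gap of Chd8 at P5 was also closed by library size only (-0.61), by GC offsets (-0.60) and without P5 Chd8+/- replicate 1 (-0.61) or 3 (-0.59) or P5 Chd8+/+ replicate 1 (-0.60) or 2 (-0.60). That of Csf2ra was closed by length offsets (0.35), the replicate block with length offsets (0.35), GC offsets (0.34), genes on X and Y left out (0.38), all 12 libraries in 1 model (0.37), and without P5 Chd8+/- replicate 1 (0.35) or 2 (0.38) or P5 Chd8+/+ replicate 1 (0.36) or 2 (0.36). Leaving out 1 library also closed the gap of Tmem209 (0.32 without E12.5 Chd8+/- replicate 2), Stag3 (0.43 without P5 Chd8+/+ replicate 2), Dcc (-0.46 without P5 Chd8+/- replicate 1) and Ttr (-0.34 without P5 Chd8+/+ replicate 2). The other alternatives did not close the gaps of these genes.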

Other observations

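The tests of the splits on DESeq2 calls, of gene length and expression as the whole cause of the SFARI overlaps, of gene length for the cadherin and ribosomal families, of the mix of sexes, of a few genes taking most of the counts and of the direction of the P5 genes at E12.5 were chosen after the results were seen. In the other tests, what each explanation would show was written down before the value of its test was seen.

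Of the 10 splits of the E12.5 libraries, 3 gave as many genes called by edgeR as the real split and 5 gave as many called by DESeq2. The split that set Chd8+/+ replicates 1 and 3 with Chd8+/- replicate 2 against the rest, noticed after the values were seen, gave more genes by DESeq2 than the genotypes and 2543 genes with an unadjusted p under 0.05, against 932. What these libraries share was not tested. Of the 10 splits of the P5 libraries, 7 gave as many genes called by edgeR as the real split, with up to 40, but by DESeq2 the real split was the 1 with as many as 653, and the next gave 84.

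The large number of genes called by DESeq2 at P5 and the single gene called by edgeR did not come from a different ranking of genes, since 75.5% of the genes called by DESeq2 were among as many genes with the smallest p from edgeR. A different mix of sexes is argued against by a difference of 0 between the genotypes in the number of libraries with high Xist counts, with 1 such library in each group. Depth is argued against by counts thinned to 41803596 per library, where DESeq2 called 605 genes, 577 of them also called at full depth, and edgeR called 1. A few genes taking most of the counts are argued against by a share of at most 5.82% for the 10 most abundant genes of any library. A biological effect of the genotype stays open, since with 10 splits it cannot be told apart from libraries that differ for another reason and fell into the 2 groups by accident.

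The median log2 fold change of SFARI genes was as large in 1 of the 10 splits, the real one. For the overlaps of SFARI genes, and of categories 1 and 2, with the genes called by DESeq2 at P5 the p was also as small in 1 of 10, but the other splits called at most 84 genes against 653, which all but fixes that outcome, so the splits say nothing about these overlaps. Gene length as the whole cause of the overlap is argued against by the Mantel-Haenszel p of 2.59e-04 within deciles of gene length, and expression level by 4.45e-05 within deciles of mean expression. With offsets for gene length, however, the odds ratio was 1.54 with a Fisher's exact p of 0.0594, so the trend with gene length may still account for part of it. The SFARI genes tested had a median exon length of 6765 bases, against 4259 for all genes tested by DESeq2, and 7498 for the genes called lower and 2242 for those called higher. For categories 1 and 2, the Mantel-Haenszel p within deciles of gene length was 0.0738 with 9 genes called, and gene length and a relation to these categories cannot be told apart with so few genes.

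For the gene families at P5, 6 of the 10 splits gave a median of the ribosomal protein genes as large as the real split, 2 one of the oxidative phosphorylation genes, and 1, the real one, those of the cadherins and of the axon guidance families. Gene length may be the source of the rise of the ribosomal protein genes, since their unadjusted camera p was 0.278 with the length offsets. For the cadherins and protocadherins, gene length as the whole cause is argued against by an unadjusted camera p of 1.4e-12 with the same offsets. Reads shared between the clustered protocadherins are argued against as the whole cause by the 42 other members, with a median of -0.14 and an unadjusted camera p of 1.89e-07, while the 57 clustered ones had a median of -0.25.

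Whether these results differ between the stages was tested by combining the splits of both stages, 200 combinations in all. A difference as large as the real one was given by 95 combinations for the ribosomal protein genes, 89 for the oxidative phosphorylation genes, 20 for the axon guidance families, 21 for the SFARI genes and 8 for the cadherins and protocadherins. The last gives a p of 0.040, and 0.21 after adjustment over the 6 measures, so none is shown to differ. For the interaction of genotype and stage, 11 of 100 drawn combinations gave as many genes with an unadjusted p under 0.05 as the 1665 of the real one; 20 combinations had been drawn at first. Of the genes called at P5, 51.4% had the same sign at E12.5. The other splits of the E12.5 libraries gave 38.8% to 58.2%, and all 10 splits gave a share as far from 50% as the real one. For the 131 genes that edgeR called at a threshold of 0.1 and that were tested at E12.5, differences of mean log counts gave 62.6%, with 3 of the 10 splits as far from 50% and the other splits between 35.1% and 58.8%. Whether the P5 changes are already present at E12.5 below the threshold therefore cannot be told apart from the differences between libraries.

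The other lists of marker genes gave no result that passed adjustment over the 22 combinations of list and stage. The adjusted p beside each is from camera, and the number of the 10 splits with a median as large is given with it. All of their genes were tested at P5, and at E12.5 all but 1 striatal and 1 astrocyte gene. At E12.5 the 15 striatal genes tested had a median log2 fold change of 0.073 (adjusted p = 0.363, 3 of 10 splits), with the most abundant gene, Isl1, at 46.9 CPM in Chd8+/+ and 48.6 in Chd8+/-. Microglia genes had a median of -0.026 over 7 genes (adjusted p = 0.824, 6 of 10), with Csf1r at 14.4 and 13.0. For the 5 erythrocyte genes it was 0.12 (adjusted p = 0.801, 2 of 10), with Hba-a1 at 306 and 246. The 6 meninges genes had 0.098 (adjusted p = 0.801, 8 of 10), with Igf2 at 291 and 314. For 10 GABAergic interneuron genes the median was -0.024 (adjusted p = 0.639, 10 of 10), with Dlx1 at 242 and 237. The 8 cortical excitatory neuron genes had -0.0029 (adjusted p = 0.801, 10 of 10), with Tbr1 at 225 and 213. Among 5 astrocyte genes it was 0.049 (adjusted p = 0.801, 8 of 10), with Gja1 at 144 and 148. The 4 oligodendrocyte precursor genes had 0.019 (adjusted p = 0.704, 10 of 10), with Olig2 at 39.8 and 37.5, and the 7 progenitor genes 0.025 (adjusted p = 0.770, 7 of 10), with Top2a at 964 and 977.

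At P5 the 7 microglia genes had a median of 0.023 (adjusted p = 0.870, 9 of 10 splits), with Csf1r at 47.6 CPM in Chd8+/+ and 43.3 in Chd8+/-. The 5 erythrocyte genes had -0.14 (adjusted p = 0.208, 2 of 10), with Hbb-bs at 62.8 and 58.8. All 6 meninges genes were higher, with a median of 0.15 (adjusted p = 0.133, 4 of 10) and Igf2 at 272.8 and 305. For GABAergic interneurons 9 of 10 genes were lower, with a median of -0.062 (adjusted p = 0.103, 2 of 10), Gad1 at 171 and 145, and 1 gene in the paper's list. The 8 cortical excitatory neuron genes, 2 of them in the paper's list, had -0.017 (adjusted p = 0.639, 8 of 10), with Slc17a7 at 409 and 434. Astrocyte genes had -0.029 over 6 genes (adjusted p = 0.801, 8 of 10), with Slc1a3 at 466 and 452, and the 4 oligodendrocyte precursor genes -0.023 (adjusted p = 0.801, 5 of 10), with Pdgfra at 134 and 126. Of the 7 progenitor genes 6 were lower, with a median of -0.15 (adjusted p = 0.114, 2 of 10) and Nes at 50.0 and 46.9.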
